# A mRNA landscape of bovine embryos after standard and MAPK-inhibited culture conditions: a comparative analysis

**DOI:** 10.1186/s12864-015-1448-x

**Published:** 2015-04-10

**Authors:** Bas Brinkhof, Helena TA van Tol, Marian JA Groot Koerkamp, Frank M Riemers, Sascha G IJzer, Kaveh Mashayekhi, Henk P Haagsman, Bernard AJ Roelen

**Keywords:** Pluripotency, Cattle, Morula, Blastocyst, ICM, Trophectoderm, NANOG, MAPK

## Abstract

**Background:**

Genes and signalling pathways involved in pluripotency have been studied extensively in mouse and human pre-implantation embryos and embryonic stem (ES) cells. The unsuccessful attempts to generate ES cell lines from other species including cattle suggests that other genes and pathways are involved in maintaining pluripotency in these species. To investigate which genes are involved in bovine pluripotency, expression profiles were generated from morula, blastocyst, trophectoderm and inner cell mass (ICM) samples using microarray analysis. As MAPK inhibition can increase the *NANOG/GATA6* ratio in the inner cell mass, additionally blastocysts were cultured in the presence of a MAPK inhibitor and changes in gene expression in the inner cell mass were analysed.

**Results:**

Between morula and blastocyst 3,774 genes were differentially expressed and the largest differences were found in blastocyst up-regulated genes. Gene ontology (GO) analysis shows *lipid metabolic process* as the term most enriched with genes expressed at higher levels in blastocysts. Genes with higher expression levels in morulae were enriched in the *RNA processing* GO term. Of the 497 differentially expressed genes comparing ICM and TE, the expression of *NANOG*, *SOX2* and *POU5F1* was increased in the ICM confirming their evolutionary preserved role in pluripotency. Several genes implicated to be involved in differentiation or fate determination were also expressed at higher levels in the ICM. Genes expressed at higher levels in the ICM were enriched in the *RNA splicing* and *regulation of gene expression* GO term. Although *NANOG* expression was elevated upon MAPK inhibition, *SOX2* and *POU5F1* expression showed little increase. Expression of other genes in the MAPK pathway including *DUSP4* and *SPRY4,* or influenced by MAPK inhibition such as *IFNT*, was down-regulated.

**Conclusion:**

The data obtained from the microarray studies provide further insight in gene expression during bovine embryonic development. They show an expression profile in pluripotent cells that indicates a pluripotent, epiblast-like state. The inability to culture ICM cells as stem cells in the presence of an inhibitor of MAPK activity together with the reported data indicates that MAPK inhibition alone is not sufficient to maintain a pluripotent character in bovine cells.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1448-x) contains supplementary material, which is available to authorized users.

## Background

In mammals, early life starts with the formation of a zygote as a result of the fertilization of an oocyte. Sequential cleavage divisions lead to the formation of a morula stage embryo wherein a fluid-filled cavity emerges called the blastocoel. Two differentiated groups of cells can be distinguished in the embryo that is now called a blastocyst. A group of cells adjacent to the blastocoel, the inner cell mass (ICM), is able to contribute to all cells of the three germ layers and is therefore referred to as being pluripotent. The other group of cells, called the trophectoderm (TE), forms an epithelium surrounding the blastocoel and the ICM and is important for implantation within the uterus and contributes to the non-maternal part of the placenta. In the ICM further differentiation occurs by the formation of the epiblast, that will form the foetus, and the formation of extra-embryonic primitive endoderm (PE) contributing to the yolk sac.

Studies with mouse embryos have advanced our understanding of how a pluripotent cell population is established during pre-implantation development [1-4]. During the first differentiation, the transcription factors CDX2 and OCT4 are key regulators for the formation of respectively TE and ICM. CDX2 represses the activity of OCT4 in mouse TE [5] and is virtually absent in ICM cells [6]. OCT4 in turn can counteract CDX2 activity in the inner cells of the morula. The second differentiation is indicated by the expression of either NANOG or GATA6 in ICM cells fated to become the epiblast or PE respectively [7]. Like for CDX2 and OCT4 in the morula, NANOG and GATA6 inhibit each other’s transcription [4]. Whether the same genes and signalling pathways are also involved in the formation of a pluripotent cell population in other mammals remains to be established. Indeed, in contrast to the mouse, OCT4 protein remains present in the TE of bovine blastocysts even after transcription is down-regulated [8] and its expression is not negatively regulated by CDX2 [9]. In mouse embryos it has been established that GATA6-stimulated fibroblast growth factor (FGF) signalling via the extracellular signal-regulated protein kinase (ERK) is responsible for NANOG repression and thereby the formation of primitive endoderm [2,10-12]. In bovine and human embryos however, although GATA6 expression is specific for primitive endoderm, inhibition of ERK signalling had a more moderate (bovine) or no (human) effect on the numbers of NANOG and GATA6 expressing cells suggesting that in these species other pathways are involved in the formation of the pluripotent cell population [13-15]. These findings suggest species-specific mechanisms active in the specification of ICM, TE, epiblast and PE lineages and that further insight is needed into the molecular basis of cell sorting during the two first differentiation events.

When mouse ICM cells are cultured under defined conditions, their pluripotent character can be maintained [16,17]. However, the establishment of such embryonic stem (ES) cells has only been successful for mice, non-human primates [18], humans [19] and rats [20]. Although pluripotency refers to the capacity to give rise to all embryonic and adult cell types, including the germ line, various states of pluripotency have been described. These states are referred to as “naïve” and “primed”, with “primed” being more developmentally restricted [21]. In mammals other than primates and rodents, the correct stages of embryos that contain pluripotent cells and culture conditions that maintain pluripotency have yet to be established [22].

In order to identify genes that may be important for the acquisition and maintenance of pluripotency in bovine embryos a genome-wide gene expression analysis was performed in morulae, intact blastocysts, TE and ICM. Analyses of gene expression patterns in pre-implantation embryos to distinguish between pluripotent cells of the ICM versus those of the TE have previously made use of cell lines because of the technical difficulties of separating ICM from TE [23,24]. Here we have manually dissected individual ICMs from TE. As the late ICM is composed of both pluripotent epiblast cells and the PE, the pluripotent character of the ICM was enhanced by inhibition of the ERK-pathway resulting in an increased percentage of ICM cells that express *NANOG*.

## Results

### Gene expression profile of pre-implantation embryos

To identify genes involved in bovine pluripotency, gene expression profiles of morula and blastocyst embryos, ICM and TE were generated using microarray analysis. 

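RNA of morulae collected on day 5, and of blastocysts, ICM and TE collected on day 9, was measured on 8 arrays, 2 replicates for each of the 4 groups. The morula is a compacted ball of cells, the TE is the outer epithelium that takes part in forming the placenta, and the ICM gives rise to the embryo proper and the primitive endoderm. ICM and TE of equal replicate number came from nearly equal numbers of embryos (Table S7). Each array carried 1 of these samples against the same pool of blastocyst RNA, with the sample in Cy3 for replicate 1 and in Cy5 for replicate 2 of every group. The intensities deposited by the authors are scanner values for 45220 spots per array, 43653 of them gene probes. Their median over the gene probes was 229.9 to 536 in the sample channel and 241 to 433 in the pool channel, over a local background of 46 to 57. Between 90.3% and 94.8% of the gene probes of an array lay above the mean local background plus 2 standard deviations. Mean spot intensities were normalized by loess within each array and expressed as the log2 ratio of the sample over the pool, so that 0 stands for the level in the blastocyst pool. The 4 group means and a term for the dye were fitted to all 8 arrays with limma, which left 3 residual degrees of freedom per probe. Replicate number and dye go together in every group, so this term also removed any difference shared by the first or the second replicates. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05 and a difference of at least 2-fold. The p-values measure the spread between replicate samples, and 2 arrays per group limit the precision of every value. In addition, 31 lists of genes that share a pathway, a complex or a cell type were fixed in advance and tested with camera at a preset correlation of 0.01 between genes. With a correlation estimated from the arrays no list passed, and the smallest adjusted p was then 0.0889 for blastocyst versus morula and 0.168 for ICM versus TE.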

Bovine cumulus oocyte complexes (COCs) were in vitro matured, fertilized and cultured for 5 or 9 days to obtain morula and blastocyst stage embryos, respectively (Figure 1A,B). In addition, ICM and TE were manually dissected from day 9 blastocysts (Figure 1C,D). From all samples RNA was isolated and only those with a RNA integrity number (RIN) ≥8.0 were used for further analysis. To compensate for biological and technical errors, two biological replicates of each sample were labelled with either Cy3 or Cy5 and hybridized on the arrays with a common reference pool consisting of blastocysts so all samples could be compared (Figure 1E).

**Figure 1:**
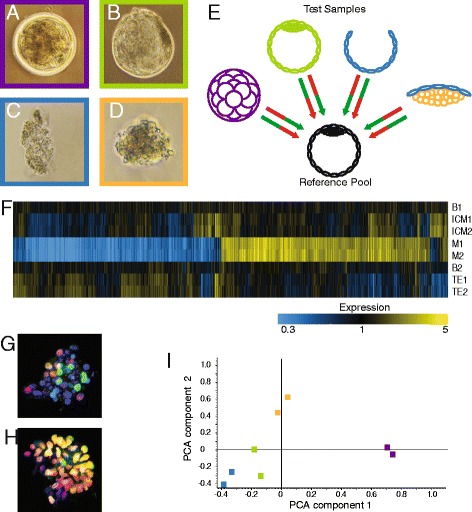
Microarray set-up and sample validation. RNA from morula (**A**, purple), blastocyst (**B**, green), trophectoderm (**C**, blue) and inner cell mass (**D**, orange) was hybridized on microarrays. A common reference sample composed of blastocysts was hybridized with each sample in duplicate in balanced dye-swap (**E**, arrows indicate an array and the used fluorescent label; Cy3: green; Cy5: red). The heat map (**F**) illustrates pairwise clustering of microarray sample replicates. Yellow colour represents over-expressed probes and blue colour represents under-expressed probes as indicated by the colour legend (B = blastocyst; ICM = inner cell mass; M = morula; TE = trophectoderm). Representative pictures of immunofluorescent labelling of dissected ICM (**G**) and TE (**H**) for GATA6 (green) and CDX2 (red); double GATA6-CDX2 nuclei appear yellow. Nuclear staining by DAPI (blue). A 2D principal component analysis plot (**I**) with sample position indicating clustering of trophectoderm (blue), blastocyst (green), inner cell mass (orange) and morula (purple) replicates.

Samples were hybridized on a microarray slide containing almost 44,000 probes per array coding for ~ 14,000 gene transcripts indicating that for a subset of genes more than one probe was present. If the position of the probe is nearer to the 3’ end of the corresponding gene, signal intensity is expected to be higher [25] and chance of incorrect signal by variations in RNA integrity is smaller [26]. Therefore, the expression of the probes corresponding to the most 3’ ends of genes was used for the analysis [27,28]. 

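Of the gene probes, 27952 carried a gene name and stood for 12552 genes, 8435 of which had more than 1 probe, up to 13. The brightest probe of each gene was taken, and the place of the probes along the transcript was not used here. For *A2M*, a secreted protease inhibitor, the brightest probe differed by -0.00208 on the log2 scale between ICM and TE (standard error 0.10, n = 2 per group), while another probe was 6.65-fold higher in the ICM. *TGM2*, a transglutaminase that cross-links matrix proteins, stood at 0.42 by its brightest probe and at 3.49-fold higher by another, and *MYL9*, a myosin light chain, at -0.28 and 2.45-fold higher. Of the genes called between blastocyst and morula, 1679 had more than 1 probe; another probe was called in the same direction for 704 of them and in the opposite direction for 16. Between ICM and TE these numbers were 176, 54 and 0, and 56 further genes passed by a probe other than the brightest. These are limma calls over all gene probes. Names were found for 67 of 94 genes named in the text and tables of the paper; *POU5F1*, *CDX2*, *KRT18*, *FN1*, *OTX2* and *IFNT* are among those not analysed here.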

Gene expression levels in morula, blastocyst, ICM and TE were determined and a hierarchical clustering analysis was performed. The constructed heat map shows clear pairing of the morula, ICM and TE samples (Figure 1F). This is particularly important for the TE and ICM samples since these were manually dissected and confirms the reproducibility of the dissection. 

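The morula samples shared most of their differences from the blastocyst pool, with a correlation of 0.915 between the log2 ratios of their 2 replicates. This correlation was 0.520 for the TE and 0.373 for the ICM, and each of these 6 samples was closer to its own replicate than to any sample of another group. The closest sample of another group was blastocyst replicate 1 for ICM replicate 1 (r = 0.316), blastocyst replicate 2 for ICM replicate 2 (r = 0.245) and blastocyst replicate 2 for TE replicate 2 (r = 0.351). The spread of the log2 ratios was widest in the morulae, with standard deviations of 0.753 and 0.802, and smaller in the ICM (0.284 and 0.287) and the TE (0.248 and 0.270). These correlations run across 43653 gene probes, which are not independent replicates. In a tree of Euclidean distances with average linkage, the 2 replicates joined each other first in 2 groups, and ICM replicate 1 lay nearest to blastocyst replicate 1. With the dye effect removed, blastocyst replicate 2 still lay nearer to TE replicate 1 than to its own replicate.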

We used mechanical isolation of ICM from TE using tungsten needles. A selection of isolated ICMs was stained for CDX2 and GATA6 to identify the contribution of TE cells to the pooled microarray samples. The isolated ICMs contained only ~20% CDX2 positive TE (Figure 1G). Since however some TE cells remained attached to the ICM, throughout the manuscript “ICM” refers to the ICM containing few TE cells. In the TE samples all cells were CDX2 and GATA6 positive (Figure 1H). 

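The log2 ratios of the blastocyst samples over the blastocyst pool had standard deviations of 0.193 and 0.231. The correlation between the 2 blastocyst replicates was -0.546 across the gene probes, with the sample in Cy3 on one array and in Cy5 on the other. *NANOG* and *SOX2*, which mark the pluripotent cells, stood at -0.03 (SD 0.30, n = 2) and -0.07 (SD 0.31, n = 2) in these samples relative to the pool. The correlation of the blastocyst replicates was still negative, at -0.227, once the dye effect had been removed. A note to Table S7 equates these 2 samples with 2 of the blastocyst pools. Where the reference holds the samples themselves, their deviations from it oppose each other by design, so the sign of this correlation does not measure how well the replicates agree.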

Blastocyst samples did not pair since their difference with the reference is minimal indicated by a near black appearance in the heat map. A principal component analysis (PCA) further identified four categories according to cell type or developmental stage. In a 2D plot, morula samples separate the farthest from the other samples. TE and ICM samples are clearly separated from each other with the blastocyst replicates in between (Figure 1I).

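The first component carried 72.8% of the variance and set the morulae, at scores of 114 and 127, apart from all day 9 samples. On the same axis the TE lay at -52.3 and -54.1, the blastocysts at -38.0 and -34.6 and the ICM at -32.1 and -29.6. The next 2 components carried 9.69% and 6.97%. After removal of the dye effect, the second component parted the ICM (-34.7 and -36.4) from the TE (30.5 and 22.0), with the blastocysts between them (-4.19 and 14.6). The components were computed on the log2 ratios of all gene probes, and no test was attached to the positions. From the pairing of the ICM and TE duplicates, the paper concludes that the dissection was reproducible. Its other grounds are that ICM and TE clustered apart and that known marker genes differed by array and qRT-PCR.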

To further confirm the specificity of the samples, expression levels of genes that are known to be differentially expressed in bovine embryos were compared. Of the selected genes *HMGB1*, *SOX2* and *POU5F1* (coding for OCT4 protein) are known to be expressed at relatively high levels in bovine morula embryos [29-31], *CDX2* and *KRT18* have the highest expression levels in TE [30,32] while *FN1* and *NANOG* are abundantly expressed in the ICM [30]. 

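*NANOG*, a homeobox factor of the pluripotent epiblast, was highest in the ICM, where its mean log2 ratio to the blastocyst pool was 1.29 (SD 0.43, n = 2), and lowest in the TE, at -2.44 (SD 0.09, n = 2). The morulae lay between, at -0.92 (SD 0.12, n = 2), which was 4.61-fold below the ICM (adjusted p = 9.31e-04) and 2.87-fold above the TE (adjusted p = 0.00327). *SOX2*, its partner in the pluripotency network, was highest in the morulae, at 2.23 (SD 0.20, n = 2). It was 2.23-fold lower in the ICM (adjusted p = 0.00481), 4.89-fold lower in the blastocysts (adjusted p = 3.48e-04) and 19.3-fold lower in the TE (adjusted p = 4.28e-05). *HMGB1*, an abundant chromatin protein, had its highest mean in the morulae, at 0.27 (SD 0.33, n = 2), with relative levels of 0.925 in the ICM, 0.806 in the blastocysts and 0.618 in the TE, and no pair of groups passed the test by this probe. This probe was saturated on 3 arrays. Of the 5 other probes of *HMGB1*, 4 were 1.89-fold to 2.14-fold higher in morulae than in blastocysts (adjusted p 7.5e-04 to 0.00102), and 1 differed by -0.39 on the log2 scale (adjusted p = 0.201). The adjusted p-values are from limma, over all gene probes of each comparison, and the order of morula, ICM and TE given here is that of the group means.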

The relative expression levels of the selected genes as determined by microarray analysis in morula, blastocyst, ICM and TE were as expected, with highest levels of *HMGB1* and *SOX2* expression in morulae, *POU5F1* expression predominantly in morulae and ICM, highest *FN1* and *NANOG* expression in the ICM and *CDX2* and *KRT18* expression at highest levels in TE (Figure 2A). These selected genes and five additional genes (Additional file 1: Figure S1) were also analysed for their expression levels by qRT-PCR, revealing a similar expression profile validating sample identity and demonstrating that the microarray data accurately reflect relative expression levels (Figure 2B).

**Figure 2:**
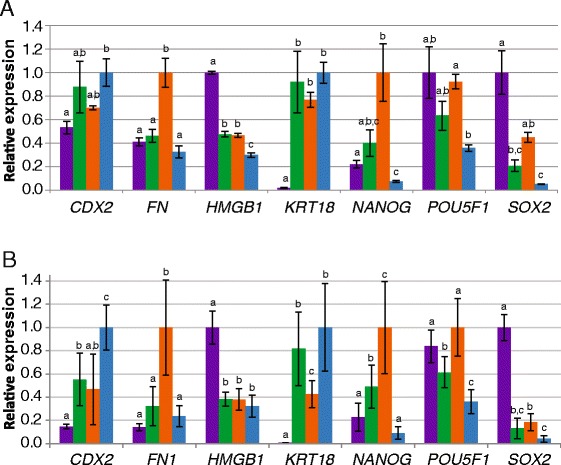
Relative gene expression. Microarray data were analysed for selected genes known for their expression in morula (purple), blastocyst (green), ICM (orange) and TE (blue) (**A**). The same genes were analysed by qRT-PCR in 4–6 samples per embryo stage or cell type revealing the same pattern (**B**). Normalization was performed with the reference genes encoding RPL15, SDHA and YWHAZ. Y-axis depicts relative mean expression to sample with highest expression set at 1 per gene. Bars with different letters are significantly different (p < 0.05) and error bars indicate standard deviation.

### Genes differentially expressed between morulae and blastocysts

Most differences in gene expression were found between morulae and blastocysts. When gene expression in morulae was compared with that in blastocysts using a >2-fold difference with p-value <0.05 as cut-off, 3,774 genes were differentially expressed. 

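Of 12552 genes, 2187 (17.4%) were called between blastocysts and morulae (n = 2 each), 1286 higher in the blastocyst and 901 higher in the morula. The median difference of the called genes was 3.09-fold in the blastocyst direction and 2.55-fold in the morula direction, and 120 against 14 genes differed at least 10-fold. *KLF4*, a pluripotency factor of early embryos, was 5.49-fold higher in morulae (standard error 0.12 on the log2 scale, adjusted p = 4.66e-05). *ASCL2*, a factor of the trophoblast, was 14.3-fold higher in blastocysts (standard error 0.23 on the log2 scale, adjusted p = 8.17e-05), and so was *DAB2*, an endocytic adaptor of the primitive endoderm, at 8.54-fold (standard error 0.25 on the log2 scale, adjusted p = 2.01e-04). On day 9 *DAB2* was lower in the ICM, at -1.06 and -0.66 relative to the pool, than in the TE, at 0.09 and 0.34. Between blastocyst and morula, both replicates had the same direction for all 2187 called genes. The call itself nearly requires this, since disagreement between replicates widens the standard error. Without the 2-fold minimum, 5265 genes had an adjusted p under 0.05. With the arrays centred on their median instead of loess, 1075 genes were higher in the blastocyst and 1261 in the morula. Averaged over their probes, 773 genes were higher in the blastocyst and 640 in the morula.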

In the blastocyst, 1,960 genes were up-regulated, up to 107-fold, while 1,814 genes were expressed at higher levels in morulae (Figure 3A and Additional file 2: Table S1). The 25 most differentially expressed genes were expressed with at least a 30-fold difference of which only 1 gene (*ETNPPL*) was expressed at higher levels in the morula (Table 1).

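The largest difference was in *PLS1*, an actin-bundling protein of microvilli, which was 108.8-fold higher in blastocysts (standard error 0.27 on the log2 scale, adjusted p = 2.62e-05; n = 2 per group). *PAGE4* followed at 106-fold (standard error 0.12 on the log2 scale, adjusted p = 1.17e-05), *ANXA3*, a phospholipid-binding annexin, at 72.1-fold and *ALDH1A3*, an enzyme of retinoic acid synthesis, at 65.6-fold. *GCA*, *MYOF* and *AGRN*, the last a proteoglycan of basement membranes, were 54.7-fold, 52.2-fold and 39.7-fold higher. In the other direction, *ETNPPL* (named *AGXT2L1* on the array), an enzyme that degrades phosphoethanolamine, was 39.7-fold higher in morulae (standard error 0.39 on the log2 scale, adjusted p = 1.55e-04). *MFSD2*, a lipid transporter, was 21.5-fold higher, *RGS2*, a regulator of G protein signalling, 21.4-fold, and *ARGFX*, a homeobox gene of early embryos, 16.8-fold. Among the 25 genes of largest difference, the smallest of which was 25.4-fold, 1 was higher in morulae. Of the 25 genes of Table 1, 17 had a named probe here, and 15 of these were called higher in the blastocyst, 1 in the morula and 1 not at all. The last was *ZFP37*, a zinc finger gene, with a log2 difference of 0.16 (standard error 0.10, adjusted p = 0.264).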

**Figure 3:**
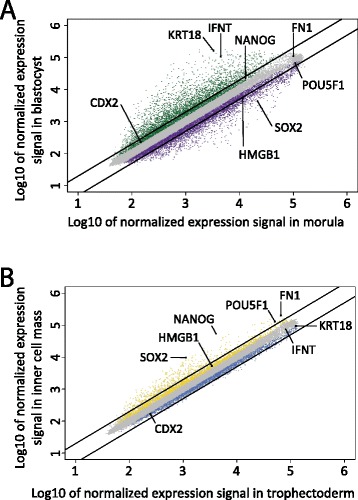
Relative gene expression in blastocyst versus morula and inner cell mass versus trophectoderm samples. All probes representing genes (grey) were plotted for their expression levels. Black lines represent the 2-fold cut off. Axes are Log10 transformed and depict the normalized expression signal in the indicated sample. Genes analysed in qRT-PCR are indicated. (**A**) Genes with significant (p ≤ 0.05) higher expression levels in blastocyst or morula are indicated with green or purple dots, respectively. (**B**) Genes with significant (p ≤ 0.05) higher expression levels in inner cell mass or trophectoderm are indicated with orange or blue dots, respectively.

**Table 1:** **List of the most differentially expressed genes between blastocyst and morula**

**Rank**	**Entrez Gene name**	**Gene discription**	**AgriGO ID**	**FC**
1	PLS1	Plastin-1	ENSBTAP00000053019	107.2
2	PAGE4	G antigen family C member 1	ENSBTAP00000047904	103.9
3	PGHS-2	prostaglandin-endoperoxide synthase 2 (prostaglandin G/H synthase and cyclooxygenase) (PTGS2), mRNA.	ENSBTAP00000018774	94.1
4	ANXA3	annexin A3	ENSBTAP00000042843	70.5
5	ALDH1A3	aldehyde dehydrogenase 1 family, member A3	ENSBTAP00000012030	64.9
6	SEPP1	selenoprotein P, plasma, 1 (SEPP1), mRNA	NP_776884	57.8
7	GCA	grancalcin, EF-hand calcium binding protein	ENSBTAP00000024550	54.1
8	MYOF	myoferlin	ENSBTAP00000038769	52.0
9	KRT8	keratin, type II cytoskeletal 8	ENSBTAP00000001108	51.9
10	KRT18	KRT18 proteinUncharacterized protein	ENSBTAP00000001988	49.2
11	SLC23A1	solute carrier family 23 (ascorbic acid transporter), member 1	ENSBTAP00000010823	48.7
12	ZFP37	Uncharacterized protein	ENSBTAP00000024598	45.6
13	PRSS22	Uncharacterized protein	ENSBTAP00000021967	43.2
14	AGRN	agrin	ENSBTAP00000017563	39.4
15	ETNPPL	Bos taurus alanine-glyoxylate aminotransferase 2-like 1 (AGXT2L1), mRNA.	ENSBTAP00000013587	−38.8
16	CYP51A1	Lanosterol 14-alpha demethylase	ENSBTAP00000002582	36.3
17	LDLR	low-density lipoprotein receptor	ENSBTAP00000016342	34.4
18	CNN2	Calponin-2	ENSBTAP00000027670	33.8
19	LOC787705	Uncharacterized protein		33.7
20	HMOX1	Heme oxygenase 1	ENSBTAP00000020701	33.2
21	PLAU	Urokinase-type plasminogen activatorUrokinase-type plasminogen activator long chain AUrokinase-type plasminogen activator short chain AUrokinase-type plasminogen activator chain B	ENSBTAP00000007806	32.9
22	PQLC3	PQ-loop repeat-containing protein 3	ENSBTAP00000027051	31.6
23	PDZK1	Na(+)/H(+) exchange regulatory cofactor NHE-RF3	ENSBTAP00000007638	31.0
24	LOC523509	Uncharacterized protein	ENSBTAP00000050990	30.9
25	TMEM20	Bos taurus solute carrier family 35, member G1 (SLC35G1), mRNA.	ENSBTAP00000045606	30.0

The 25 most differentially expressed genes (≥30-fold; p ≤ 0.05) between blastocyst and morula are listed. FC = fold-change and positive values indicate higher expression in blastocyst and negative values have higher expression in morula.

To identify properties of the differentially expressed genes a Parametric Analysis of Gene Set Enrichment (PAGE) was performed using AgriGO [33] and a list of the five most-enriched gene ontology (GO) terms per categorie was generated (Table 2). A large group of differentially expressed genes was involved in the *lipid metabolic process* (GO:0006629) in the blastocyst. 

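Genes of cholesterol synthesis and uptake were higher in blastocysts almost throughout, with 15 of 17 measured genes higher, 0 lower and 2 not passing (n = 2 per group). *CYP51A1*, the sterol demethylase, was 36.2-fold higher (standard error 0.19 on the log2 scale, adjusted p = 2.49e-05), *HMGCS1*, which makes HMG-CoA for the mevalonate pathway, 15.6-fold, and *IDI1*, which isomerises its isoprenoid units, 12.3-fold. *INSIG1*, which holds back the activation of sterol genes when cholesterol is plentiful, was 9.36-fold higher. Of 18 genes of lipoprotein and lipid transport, 6 were higher in blastocysts, 0 were lower and 12 did not pass. *PDZK1*, a scaffold of the HDL receptor, was 32.7-fold higher, *APOA1*, the main protein of HDL, 24.9-fold, and *NPC1*, which moves cholesterol out of lysosomes, 4.88-fold. Fatty acid synthesis and lipid storage was divided, with 9 of 25 genes higher in blastocysts, 4 lower and 12 not passing. The desaturases *FADS1* and *FADS2* were 12.3-fold and 8.05-fold higher and *ACLY*, which supplies cytosolic acetyl-CoA, 6.41-fold, while the fatty acid binding proteins *FABP7* and *FABP3* were 2.77-fold and 2.71-fold lower. *PLIN2*, a coat protein of lipid droplets, was 2.25-fold lower, and *ACSL1*, an acyl-CoA synthetase named after its value was seen, 2.93-fold lower. Adjusted over the list alone, the counts were 15, 6 and 9 higher and 0, 0 and 4 lower for the 3 lists. As sets, the sterol genes (camera adjusted p = 3.47e-09; adjusted p = 0.270 with an estimated correlation) and the transport genes (camera adjusted p = 8.79e-04; adjusted p = 0.205 with an estimated correlation) were shifted upwards at the preset correlation, and the fatty acid genes were not (camera adjusted p = 0.152). *PLIN2* did not pass without blastocyst replicate 1 (adjusted p = 0.0670) or without morula replicate 1 (adjusted p = 0.0567), and *FADS1* not by its brightest unsaturated probe (log2 difference 0.58, adjusted p = 0.0237), a setting chosen after the data were seen.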

A much smaller group of genes that function in *pepsin A activity* (GO:0004194) was over-represented in blastocysts and indeed, a large group of genes up-regulated in the blastocyst located to the *plasma membrane* (GO:0005886). 

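The pregnancy-associated glycoproteins, which belong to the pepsin family and are secreted by the ruminant trophoblast, were higher in blastocysts for 6 of 11 measured genes, lower for 0 and not passing for 5 (n = 2 per group). *PAG2* was 30.3-fold higher (standard error 0.20 on the log2 scale, adjusted p = 2.62e-05), *PAG6* 20.9-fold, *PAG17* 20.4-fold and *PAG8* 10.7-fold. Junctions of the epithelium followed the same direction, with 14 of 28 genes higher, 3 lower and 11 not passing. The desmosomal cadherin *DSC2* was 31.6-fold higher, the epithelial transcription factor *GRHL1* 23.8-fold, the tight junction claudin *CLDN1* 18.7-fold and the desmosomal plakophilin *PKP1* 18.7-fold. Another claudin, *CLDN10*, was 10.8-fold lower in blastocysts, as were *F11R* (2.46-fold) and *PKP3* (2.20-fold), both named after their values were seen. Of 260 solute carriers, 42 were higher in blastocysts, 8 lower and 210 did not pass. The monocarboxylate transporter *SLC16A7* was 21.3-fold higher, the sulphate transporter *SLC13A4* 17.5-fold and the bile acid transporter *SLC10A1* 15.4-fold; *SLC25A21*, at 18.3-fold, lies in the mitochondrial membrane. The counts adjusted over the list alone were the same, at 6, 14 and 42 higher. At the preset correlation all 3 sets were shifted upwards, with camera adjusted p = 8.79e-04 for the glycoproteins (adjusted p = 0.325 with an estimated correlation), 2.46e-04 for the junctions and 0.0434 for the solute carriers; with an estimated correlation the adjusted p was 0.409 for the junctions and 0.330 for the solute carriers. Averaged over their probes, 25 solute carriers were higher and 5 lower, and 10 junction genes were higher and 1 lower.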

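In morulae, 17 of 63 measured genes of RNA splicing were higher than in blastocysts, 0 were lower and 46 did not pass (n = 2 per group). *SNRPD2*, a core protein of the spliceosomal snRNPs, was 2.98-fold higher in morulae (standard error 0.15 on the log2 scale, adjusted p = 4.34e-04), *EIF4A3*, the helicase of the exon junction complex, 2.94-fold, *PHF5A*, a part of the SF3b complex, 2.73-fold and *LSM7*, of the U6 snRNP, 2.67-fold. In ribosome biogenesis and RNA processing, 21 of 56 genes were higher in morulae, 0 were lower and 35 did not pass. Here *POLR1C*, a subunit of RNA polymerases I and III, was 6.07-fold higher (standard error 0.13 on the log2 scale, adjusted p = 5.25e-05), *EXOSC1*, a subunit of the RNA exosome, 3.31-fold, the nucleolar protein *NOP16* 3.28-fold and the helicase *DDX47* 2.88-fold. Adjusted over the list alone, 17 splicing genes and 21 genes of ribosome biogenesis were higher in morulae. As sets, both were shifted towards the morula, by a median log2 difference of -0.71 for splicing (camera adjusted p = 1.66e-10) and -0.80 for ribosome biogenesis (camera adjusted p = 1.68e-12). With an estimated correlation the adjusted p was 0.0889 for each. With median centring of the arrays, 27 splicing genes were higher in morulae, and *NOP16* averaged over its probes did not pass (log2 difference -0.81).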

Compared to the blastocyst, in the morula more genes were involved in the *nucleobase-containing compound metabolic process* (GO:0006139) and more specifically in *RNA processing* (GO:0006396). Morula up-regulated genes were found in the enriched molecular function GO terms *nucleic acid binding* (GO:0003676) and *transcription regulator activity* (GO:0030528).

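Genes of the basal transcription machinery and Mediator leaned towards the morula, with 13 of 51 higher in morulae against 1 higher in blastocysts and 37 not passing (n = 2 per group). *TAF5*, a subunit of TFIID, was 4.05-fold higher in morulae (standard error 0.11 on the log2 scale, adjusted p = 6.3e-05), *POLR2G*, a subunit of RNA polymerase II, 3.22-fold and *MED31*, a Mediator subunit, 2.79-fold. The exception was *MED19*, named after its value was seen, which was 2.07-fold higher in blastocysts; no gene of the list was called higher in blastocysts without blastocyst replicate 1, with median centring or averaged over probes. Genes of chromatin silencing were higher in morulae for 5 of 31, lower for 1 and not passing for 25. They were *EZH2*, the histone methyltransferase of Polycomb (3.66-fold), *DNMT1*, which maintains DNA methylation (2.80-fold), its partner *UHRF1* (2.47-fold), *L3MBTL2* (2.43-fold) and the deacetylase *HDAC2* (2.29-fold). In contrast, *DNMT3A*, which sets DNA methylation anew, was 15.6-fold higher in blastocysts (standard error 0.20 on the log2 scale, adjusted p = 5.18e-05). The zinc finger family did not lean to either stage, with 12 of 226 genes higher in morulae, 10 higher in blastocysts and 204 not passing. *ZNF394* was 5.44-fold and *ZNF382* 4.17-fold higher in morulae, while the median of the family was 0.01 and its mean -0.03 on the log2 scale, with a median of -0.06 after median centring (camera adjusted p = 0.418). Adjusted over the list alone, 13, 5 and 12 genes of the 3 lists were higher in morulae. The set test at the preset correlation gave camera adjusted p = 9.25e-08 for basal transcription (adjusted p = 0.0889 with an estimated correlation) and 0.00991 for chromatin silencing (adjusted p = 0.325 with an estimated correlation), both towards the morula. Median centring gave 19 zinc finger genes higher in morulae, and the mean over probes left 9 zinc finger genes and 2 genes of chromatin silencing higher in morulae, without *DNMT1*, *L3MBTL2* and *HDAC2*. For the genes of transcription that were higher in morulae, the paper proposes the activation of the embryonic genome, which precedes the morula stage in cattle.

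**Figure D1:**
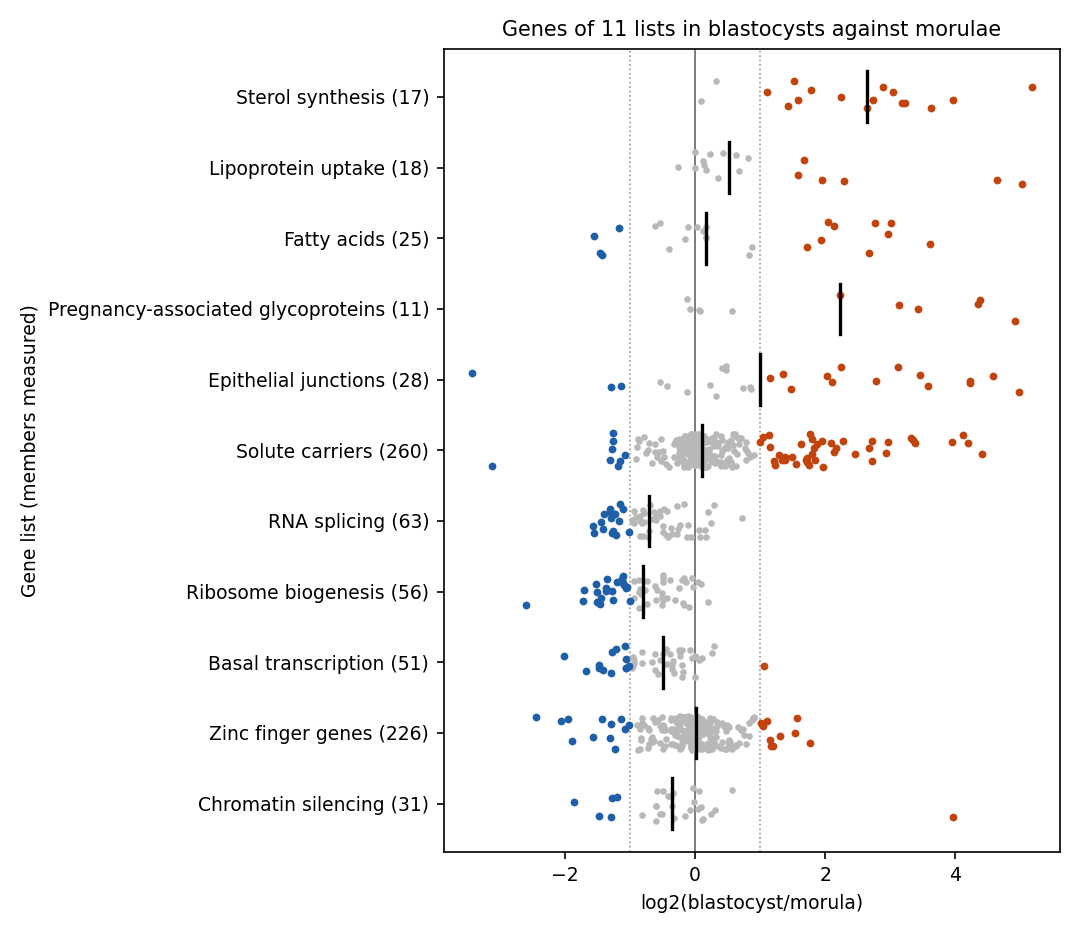
Log2 difference between blastocyst and morula (x axis) of each measured gene of 11 gene lists, with 1 point per gene. Grey points were not called, orange points were called higher in blastocysts, blue points were called higher in morulae, black bars are list medians and dotted lines mark 2-fold; the median is 2.64 for sterol synthesis and -0.80 for ribosome biogenesis.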

**Table 2:** **AgriGO parametric analysis of gene set enrichment (PAGE) analysis (blastocyst versus morula)**

**GO_acc**	**Ontology**	**Description**	**Genes #**	**p-value**	**FDR**
GO:0006629	P	**lipid metabolic process**	311	0	0
GO:0016070	P	RNA metabolic process	840	2.70E-29	2.70E-26
GO:0006396	P	RNA processing	242	1.00E-28	7.00E-26
GO:0010467	P	gene expression	1068	6.50E-22	3.20E-19
GO:0006139	P	nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	1169	4.20E-20	1.70E-17
GO:0003676	F	nucleic acid binding	929	5.70E-35	2.40E-32
GO:0003723	F	RNA binding	252	1.00E-20	2.20E-18
GO:0003677	F	DNA binding	623	7.00E-19	1.00E-16
GO:0030528	F	transcription regulator activity	445	4.40E-11	4.70E-09
GO:0004194	F	**pepsin A activity**	14	1.40E-10	1.20E-08
GO:0016020	C	**membrane**	1629	0	0
GO:0005886	C	**plasma membrane**	907	0	0
GO:0044425	C	**membrane part**	1280	0	0
GO:0044421	C	**extracellular region part**	564	0	0
GO:0016021	C	**integral to membrane**	1012	0	0

Genes differentially expressed between blastocyst and morula were assessed for their properties described by gene ontology (GO) terms in respect to their relative expression. The five most significantly enriched GO-terms (according to p-value) are listed for each GO domain. P = Biological Process, F = Molecular Function and C = Cellular Component. Bold descriptions indicate enrichment for blastocyst. Regular descriptions indicate enrichment for morula. FDR = False Discovery Rate (Hochberg).

### Genes differentially expressed between ICM and TE

When gene expression in the ICM was compared with that of the TE, 497 genes were differentially expressed. Here, the majority (406) of the differentially expressed genes were expressed at higher levels in the ICM. 

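Between ICM and TE, 223 genes (1.78%) were called, 187 higher in the ICM and 36 higher in the TE (n = 2 each). The median difference of the called genes was 2.69-fold in the ICM direction and 2.10-fold in the TE direction. *CAV1*, the coat protein of caveolae, was 7.84-fold higher in the ICM (standard error 0.16 on the log2 scale, adjusted p = 0.00171), *AK4*, a mitochondrial adenylate kinase, 7.73-fold and *GRP*, which encodes gastrin-releasing peptide, 6.57-fold. In the TE, *CLEC4E*, a C-type lectin, had the largest difference, at 2.58-fold higher (standard error 0.11 on the log2 scale, adjusted p = 0.00426). *ENPP1*, a nucleotide pyrophosphatase, was 2.40-fold higher in the TE and *ALDH1A3* 2.20-fold. Of 25 genes listed in Table 3, 14 had a named probe and 12 of these were called higher in the ICM; *HNF4A*, a nuclear receptor, stood at -0.03 (adjusted p = 0.905) and *A2M* was not called. Without the 2-fold minimum, 836 genes had an adjusted p under 0.05. Leaving out any of the 4 arrays lowered the counts, to 100 genes higher in the ICM and 3 in the TE without ICM replicate 1, 50 and 0 without ICM replicate 2, 44 and 3 without TE replicate 1, and 35 and 1 without TE replicate 2. *CAV1*, *AK4* and *GRP* passed in all 4 of these fits, *CLEC4E* not without ICM replicate 2 (adjusted p = 0.0595) or TE replicate 2 (adjusted p = 0.0504), and *ENPP1* and *ALDH1A3* in none (adjusted p 0.0955 to 0.162). With median centring 161 genes were higher in the ICM and 93 in the TE, and averaged over probes 98 and 16, without *ENPP1* and *ALDH1A3*.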

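*NANOG* was 13.2-fold higher in the ICM than in the TE (log2 fold change 3.73, standard error 0.23, adjusted p = 0.00253 from limma, n = 2 per group). It was the only gene called with a difference of at least 10-fold in either direction. By its other probes *NANOG* was 4.55-fold and 1.34-fold higher in the ICM. The call held without any one of the 4 arrays of ICM and TE (adjusted p 0.0125 to 0.0358).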

Of all genes, the difference in expression levels of *NANOG* was the largest (13-fold up-regulated in the ICM, Table 3 and Additional file 2: Table S2). 

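*SOX2*, which binds DNA together with the product of *POU5F1*, was 8.67-fold higher in the ICM than in the TE (log2 fold change 3.12, standard error 0.19, adjusted p = 0.00253 from limma, n = 2 per group). Of its 4 other probes, 3 were 6.72-fold, 5.21-fold and 1.48-fold higher in the ICM, and 1 differed by -0.04 on the log2 scale. *SOX2* passed without any one of the 4 arrays (adjusted p 0.0144 to 0.0359).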

*SOX2* and *POU5F1* that together with *NANOG* form the core transcriptional regulatory circuitry in pluripotent cells were also over-expressed in the ICM compared with TE (Figure 3B).

**Table 3:** **List of the most differentially expressed genes between inner cell mass and trophectoderm**

**Rank**	**Entrez gene name**	**Gene description**	**AgriGO ID**	**FC**
1	NANOG	Homeobox protein NANOG	ENSBTAP00000027863	13.2
2	UPP1	uridine phosphorylase 1	ENSBTAP00000011088	8.9
3	SOX2	SRY (sex determining region Y)-box 2	ENSBTAP00000015411	8.6
4	CAV1	Caveolin-1	ENSBTAP00000023751	7.8
5	AK3L1	Adenylate kinase isoenzyme 4, mitochondrial	Q0VCP1	7.5
6	LOC616039	pancreatic trypsin inhibitor-like	XP_873093	7.4
7	OTX2	agilent:“Bos taurus orthodenticle homeobox 2 (OTX2), mRNA	ENSBTAP00000019616	7.2
8	GPC4	agilent:“Bos taurus glypican 4 (GPC4), mRNA	ENSBTAP00000027510	7.1
9	HAS2	hyaluronan synthase 2	ENSBTAP00000026503	7.1
10	SLC4A7	solute carrier family 4, sodium bicarbonate cotransporter, member 7	AAI42306.1	7.1
11	HNF4A	agilent:“Bos taurus hepatocyte nuclear factor 4, alpha (HNF4A), mRNA	ENSBTAP00000016078	7.0
12	CLIC6	CLIC6 chloride intracellular channel 6	ENSBTAP00000002299	6.9
13	LGALS4	galectin-4	ENSBTAP00000021701	6.8
14	ID1	DNA-binding protein inhibitor ID-1	ENSBTAP00000021521	6.7
15	FLRT3	fibronectin leucine rich transmembrane protein 3	ENSBTAP00000004298	6.6
16	PDGFRA	agilent:“Bos taurus platelet-derived growth factor receptor, alpha polypeptide (PDGFRA), mRNA	ENSBTAP00000009441	6.6
17	NID1	nidogen 1	ENSBTAP00000009531	6.5
18	KIT	Mast/stem cell growth factor receptor	ENSBTAP00000003498	6.5
19	GRP	agilent:“Bos taurus gastrin-releasing peptide GRP mRNA, complete cds.	ENSBTAP00000006297	6.5
20	LOC100139916	LOC100139916 interleukin 32-like		6.5
21	TKTL1	Transketolase-like protein 1	ENSBTAP00000036249	6.4
22	A2M	Alpha-2-macroglobulin	ENSBTAP00000006167	6.4
23	PDYN	proenkephalin-B preproprotein	AAI51344.1	6.1
24	ACTG2	actin, gamma 2, smooth muscle, enteric	ENSBTAP00000036954	6.0
25	MME	membrane metallo-endopeptidase	ENSBTAP00000002681	6.0

The 25 most differentially expressed genes (>6 fold; p ≤ 0.05) between inner cell mass and trophectoderm are listed according to their relative expression. FC = Fold change and positive values indicate higher expression in inner cell mass.

For human ES cells, a network of NANOG-, SOX2- and POU5F1-target genes that encode transcription factors and chromatin modulators has been established [34]. 

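*STAT3*, which carries the signal of LIF to the nucleus, was 2.64-fold higher in the ICM than in the TE (log2 fold change 1.40, standard error 0.10, adjusted p = 0.00352 from limma, n = 2 per group). Of 9 targets of NANOG, SOX2 and OCT4 in human ES cells taken from the published network, 6 were measured, 1 was higher in the ICM, 0 were lower and 5 did not pass (1 higher when adjusted over the list alone). *SMARCAD1*, a chromatin remodeller, stood at 0.38 (adjusted p = 0.211) and *RIF1*, a regulator of replication timing, at 0.33 (adjusted p = 0.190). The median log2 difference of the list was 0.35 (camera adjusted p = 0.0242; adjusted p = 0.396 with an estimated correlation). The 5 other probes of *STAT3* ranged from -0.08 to 0.63 on the log2 scale, their mean with the chosen probe did not pass (log2 difference 0.41), and *STAT3* did not pass without ICM replicate 2 (adjusted p = 0.0519).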

From the list of positively regulated genes in human ES cells, apart from the core network only expression of *STAT3* and *ZIC3* was significantly up-regulated in bovine ICM versus TE (Additional file 2: Table S2). Again, we performed a parametric analysis of gene set enrichment with the genes differentially expressed between ICM and TE in AgriGO [33]. 

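Among 38 measured receptor tyrosine kinases, 2 were higher in the ICM, 0 were lower and 36 did not pass (n = 2 per group). *PDGFRA*, a kinase of this list that the paper reports as higher in the ICM, had no named probe and is not among them. *KIT*, the receptor of stem cell factor, was 6.64-fold higher (standard error 0.11 on the log2 scale, adjusted p = 0.00125). *FGFR4*, a receptor of fibroblast growth factors, was at least 4.47-fold higher (adjusted p = 0.00125), its signal in the TE lying at the background. Both passed without any one of the 4 arrays, and the median of the family was -0.01 against a mean of 0.14, with a median of 0.08 after median centring (camera adjusted p = 0.471). Of 17 sterol genes, 7 were higher in the TE, 0 were higher in the ICM and 10 did not pass. *INSIG1* was 2.38-fold higher in the TE (standard error 0.17 on the log2 scale, adjusted p = 0.0168), and *NSDHL*, *ACAT2*, *SC5DL*, *CYP51A1* and *HMGCS1*, enzymes of cholesterol synthesis, were 2.02-fold to 2.24-fold higher. The seventh, *SQLE*, the squalene epoxidase, was named after its value was seen and was 2.03-fold higher in the TE. The median log2 difference of the sterol list was -0.97 (camera adjusted p = 2.11e-12; adjusted p = 0.177 with an estimated correlation), and adjusted over the list alone 2 kinases were higher in the ICM and 7 sterol genes in the TE. The sterol count was 1 without ICM replicate 1, 0 without ICM replicate 2, 0 without TE replicate 1 and 1 without TE replicate 2, with adjusted p-values of the 6 genes given first between 0.0581 and 0.256 where they did not pass; in each of these fits 15 sterol genes had an unadjusted p under 0.05. It was 4 without the replicate block and 4 averaged over probes, and 12 with median centring, and *FGFR4* averaged over its probes did not pass (log2 difference 0.73).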

With a false discovery rate (FDR) ≤0.1, *enzyme linked receptor protein signaling pathway* (GO:0007167) and *peptidyl-tyrosine phosphorylation* (GO:0018108) terms were enriched for the ICM whereas for the TE, genes were enriched in the *sterol biosynthetic process* (GO:0016126) (Table 4). Only genes up-regulated in respect to the TE were used for a singular enrichment analysis (SEA) in order to identify characteristics specific for the cells of the ICM (Additional file 2: Table S3). In particular, terms containing genes involved in *RNA splicing* (GO:0008380) and *regulation of gene expression* (GO:0010468) were enriched even to a more specific level of enriched child terms like *nuclear mRNA splicing* (GO:0000398) and *chromatin silencing* (GO:0006342), respectively (Figure 4, Additional file 2: Table S3 and Additional file 3: Figure S2).

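Genes of RNA splicing leaned towards the ICM by a small amount, with a median log2 difference of 0.29 over 63 measured genes (n = 2 per group; camera adjusted p = 1.14e-09; adjusted p = 0.168 with an estimated correlation). Of these, 1 was called higher in the ICM and 0 lower, while 34 had an unadjusted p under 0.05. The called gene was *RALY*, an RNA-binding protein, at 2.35-fold higher in the ICM (standard error 0.14 on the log2 scale, adjusted p = 0.0103). A lean of this size was not particular to splicing. The median was 0.23 for oxidative phosphorylation, 0.22 for ribosomal proteins and 0.28 for the 2 measured reference genes. The sterol and lysosome lists leaned to the TE, with medians of -0.97 and -0.44. Among 31 genes of chromatin silencing, 7 were called higher in the ICM, 0 lower and 24 did not pass (median log2 difference 0.31; camera adjusted p = 1.35e-08; adjusted p = 0.169 with an estimated correlation). *HELLS*, a helicase needed for DNA methylation, was 3.46-fold higher (standard error 0.19 on the log2 scale, adjusted p = 0.00973), *KDM2B*, which brings Polycomb to CpG islands, 3.03-fold, and *BCOR* and *L3MBTL2*, of variant Polycomb complexes, 2.95-fold and 2.38-fold. *HDAC2* was 2.33-fold and the topoisomerase *TOP2A* 2.14-fold higher, and so was *SMARCA2* (2.06-fold), a remodeller named after its value was seen. Adjusted over the list alone, 1 splicing gene and 7 genes of chromatin silencing were higher in the ICM. The genes that Table S3 lists for these terms were chosen on the same samples and are not independent evidence: 1 of 6 measured splicing genes and 5 of 6 silencing genes were higher (camera adjusted p = 0.0162 and 1.85e-07; adjusted p = 0.200 and 0.177 with an estimated correlation), 1 and 5 when adjusted over the list alone. Without ICM replicate 1, ICM replicate 2, TE replicate 1 and TE replicate 2 in turn, 6, 2, 0 and 0 genes of chromatin silencing were higher (14, 13, 13 and 15 at an unadjusted p under 0.05), and *RALY* passed in none of these fits (adjusted p 0.0677 to 0.103), nor without the replicate block (adjusted p = 0.138). Averaged over probes, 1 gene of chromatin silencing and 0 of splicing were higher, and *TOP2A* did not pass without the replicate block (adjusted p = 0.0845) or with median centring (log2 difference 0.95). The paper takes the higher expression of splicing genes to indicate a higher transcriptional activity in the ICM than in the TE.

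**Figure D2:**
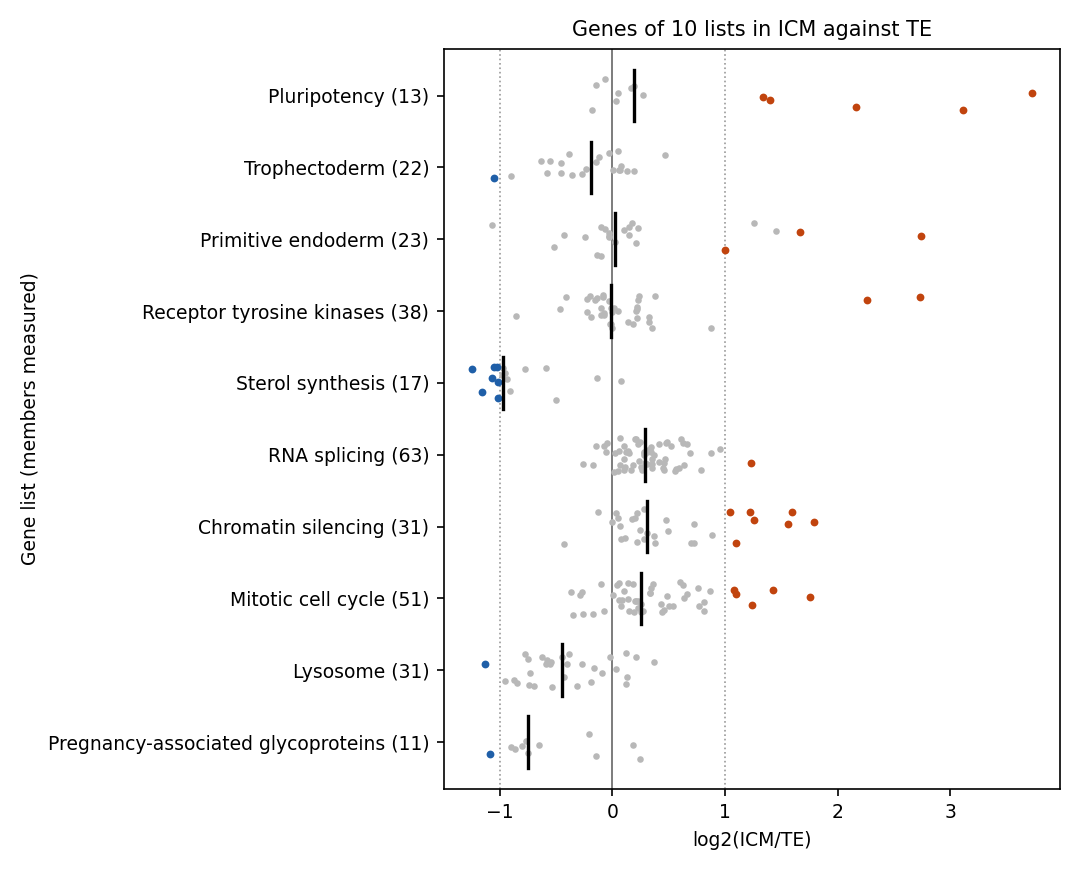
Log2 difference between ICM and TE (x axis) of each measured gene of 10 gene lists, with 1 point per gene. Grey points were not called, orange points were called higher in the ICM, blue points were called higher in the TE, black bars are list medians and dotted lines mark 2-fold; the median is 0.31 for chromatin silencing and -0.97 for sterol synthesis.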

**Table 4:** **AgriGO parametric analysis of gene set enrichment (PAGE) analysis (inner cell mass versus trophectoderm)**

**GO_acc**	**Ontology**	**Description**	**Genes #**	**p-value**	**FDR**
GO:0016126	P	sterol biosynthetic process	12	1.40E-11	9.10E-09
GO:0016125	P	sterol metabolic process	20	2.00E-09	6.50E-07
GO:0008202	P	steroid metabolic process	28	1.00E-07	1.70E-05
GO:0008203	P	cholesterol metabolic process	18	8.90E-08	1.70E-05
GO:0006694	P	steroid biosynthetic process	20	2.00E-07	2.60E-05
GO:0006629	P	lipid metabolic process	62	6.40E-07	6.10E-05
GO:0008610	P	lipid biosynthetic process	34	6.40E-07	6.10E-05
GO:0006720	P	isoprenoid metabolic process	13	2.10E-05	1.70E-03
GO:0006066	P	alcohol metabolic process	54	1.50E-04	1.10E-02
GO:0044255	P	cellular lipid metabolic process	39	2.20E-04	1.40E-02
GO:0010038	P	response to metal ion	14	3.70E-04	2.20E-02
GO:0006721	P	terpenoid metabolic process	11	5.20E-04	2.90E-02
GO:0023034	P	**intracellular signaling pathway**	65	1.70E-03	8.70E-02
GO:0018212	P	**peptidyl-tyrosine modification**	12	2.30E-03	9.40E-02
GO:0018108	P	**peptidyl-tyrosine phosphorylation**	12	2.30E-03	9.40E-02
GO:0007167	P	**enzyme linked receptor protein signaling pathway**	39	2.00E-03	9.40E-02
GO:0031090	C	organelle membrane	70	1.90E-04	7.40E-03
GO:0005773	C	vacuole	18	1.40E-04	7.40E-03
GO:0042175	C	nuclear envelope-endoplasmic reticulum network	23	1.40E-04	7.40E-03
GO:0005789	C	endoplasmic reticulum membrane	22	4.70E-04	1.00E-02
GO:0005764	C	lysosome	17	5.10E-04	1.00E-02
GO:0000323	C	lytic vacuole	17	5.10E-04	1.00E-02
GO:0005768	C	endosome	23	1.40E-03	2.20E-02
GO:0012505	C	endomembrane system	62	1.50E-03	2.20E-02
GO:0044432	C	endoplasmic reticulum part	25	2.30E-03	3.00E-02

All genes differentially expressed between ICM and TE were assessed for their properties described by gene ontology (GO) terms in respect to their relative expression. This reveals 25 enriched GO-terms with a FDR ≤ 0.1 in the GO domains Biological Process (P) and Cellular Component (C). Ranked according to z-score. Bold descriptions indicate enrichment for inner cell mass. Regular descriptions indicate enrichment for trophectoderm. FDR = False Discovery Rate (Hochberg).

**Figure 4:**
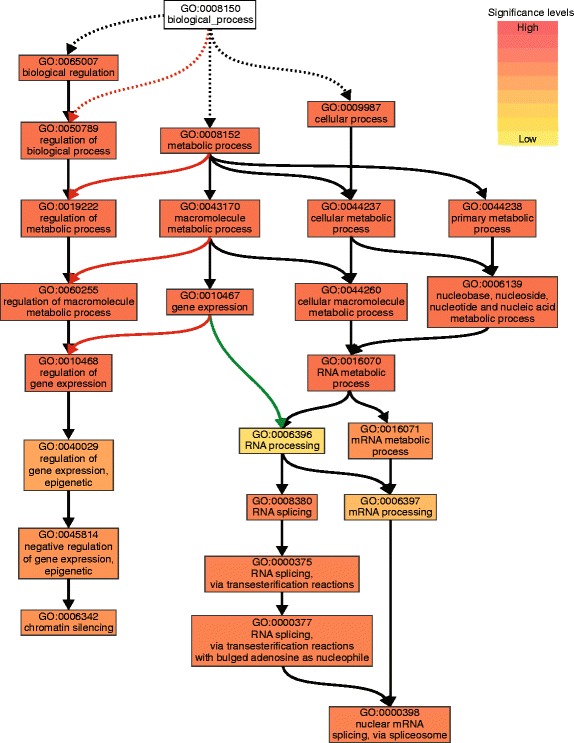
Biological processes in inner cell mass (partial). All genes expressed at higher levels in inner cell mass compared with trophectoderm were assessed for their enrichment (GO term analysis in AgriGO) in biological processes (GO:0008150). The hierarchical tree graph contains a highly enriched group of processes ending in *chromatin silencing* (GO:0006342) and *nuclear mRNA splicing, via spliceosome* (GO:0000398).

### Genes differentially expressed between MAPK-inhibited and control ICMs

It has been described that culture of ICM cells in the presence of an FGFR inhibitor, a MAPK inhibitor and an inhibitor of GSK3β, the so-called 3i culture system, leads to stable ES cell lines from non-permissive mouse strains [10,35] and rat embryos [20]. Culture of mouse embryos in the presence of a MAPK inhibitor resulted in all cells of the ICM expressing *Nanog* while the expression of *Gata6* was down-regulated [11]. Similarly, when bovine embryos were cultured in the presence of the MAPK inhibitor PD0325901, a larger percentage, although not all, of the ICM cells expressed NANOG [13]. Therefore, in order to identify NANOG target genes and genes that may be important for pluripotency, ICMs were isolated from bovine embryos cultured in the presence of the MAPK inhibitor PD0325901. Gene expression in these ICMs was compared with that from control ICMs using microarray analysis. In total 94 genes were differentially regulated between control (DMSO) and MAPK-inhibited ICMs, ≥2-fold difference with p-value ≤ 0.05 as cut-off, with the expression of 44 genes up-regulated and the expression of 50 genes down-regulated (Additional file 2: Table S4). As expected, *NANOG* expression was up-regulated in the MAPK-inhibited ICM as detected by microarray analysis (Figure 5A,B). Expression differences between control ICM and ICM from embryos exposed to the MAPK inhibitor detected by qRT-PCR verified the microarray data (Figure 5B,C and Additional file 4: Figure S3). Furthermore, immunostaining showed an increase in the percentage of NANOG expressing cells in the ICM after MAPK inhibition (Additional file 5: Figure S4) as we had previously established [13]. To our surprise several interferon coding genes were dramatically down-regulated after MAPK inhibition such as *IFNW1* and *IFNT* (Figure 5A). Gene expression analysis by qRT-PCR confirmed the microarray results and further showed a decreased *IFNT* expression in TE and to a greater extend in ICM upon MAPK inhibition (Figure 5D).

**Figure 5:**
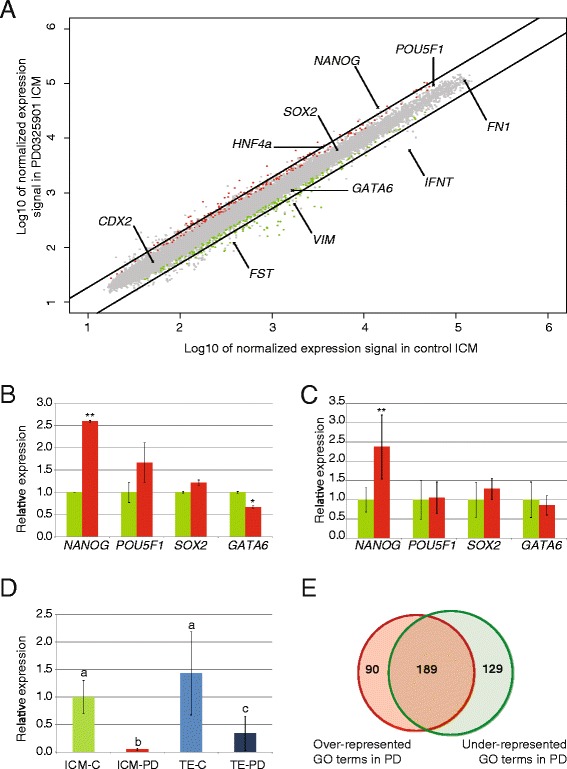
Expression in and GO-analysis of MAPK-inhibited and control inner cell mass. All probes representing genes (grey) were plotted for their expression levels (**A**). Black lines represent the 2-fold cut-off. Axes are Log10 transformed and depict the normalized expression signal in the indicated sample. Genes discussed in text (and analysed by qRT-PCR) are indicated. Genes with significant (p ≤ 0.05) higher expression levels in MAPK-inhibited and control inner cell masses are indicated with red and green dots, respectively. MAPK-inhibited ICM (red) gene expression of *NANOG*, *POU5F1*, *SOX2* and *GATA6* were determined by microarray (**B**) and qRT-PCR (**C**) presented relative to gene expression in control ICM (green). Significant differences are indicated; * p < 0.05; ** p < 0.005. *IFNT* expression (**D**) was determined by qRT-PCR in control TE (light blue), PD0325901-treated TE (dark blue) and PD0325901-treated ICM (red) and presented relative to control ICM (green). Normalization was performed with the reference genes *RPL15*, *SDHA* and *YWHAZ*. Error bars indicate standard deviation and data bars with different letters are significantly different (p < 0.05). A Venn diagram (**E**) shows the numbers of overrepresented (red; total 279) and underrepresented (green; 318 in total) GO-terms in the MAPK-inhibited inner cell mass. 189 GO-terms are in common.

Genes up-regulated in the PD-treated or in the control ICMs were enriched in 189 of the same GO terms after a singular enrichment analysis containing at least two genes and a FDR ≤0.1 (Additional file 2: Table S5 and Figure 5E). When the relative gene expression was taken into account only 6 GO terms were found to be enriched with a FDR < 0.1, of which 4 were under-represented in the PD-treated ICMs (Table 5). The only function-describing term was *receptor binding* (GO:0005102) and this term was under-represented in the PD group.

**Table 5:** **AgriGO parametric analysis of gene set enrichment (PAGE) analysis (MAPK inhibited versus control)**

**GO_acc**	**Ontology**	**Description**	**Genes #**	**p-value**	**FDR**
GO:0005102	F	receptor binding	12	0.0016	0.027
GO:0005615	C	extracellular space	26	7.60E-05	0.003
GO:0044421	C	extracellular region part	28	0.00019	0.0036
GO:0005576	C	extracellular region	34	0.0033	0.043
GO:0043232	C	**intracellular non-membrane-bounded organelle**	18	0.0093	0.073
GO:0043228	C	**non-membrane-bounded organelle**	18	0.0093	0.073

All genes differentially expressed between MAPK-inhibited and control ICMs were assessed for their properties described by gene ontology (GO) terms in respect to their relative expression. This revealed 6 enriched GO-terms with a FDR ≤ 0.1 in the GO domains Molecular Function (F) and Cellular Component (C). Bold descriptions indicate enrichment in MAPK inhibited ICM. Regular descriptions indicate enrichment in control ICM.

### Cross-comparisons

The 497 genes differentially expressed in the ICM versus TE and the 95 differentially expressed genes in the MAPK inhibited versus control ICMs were compared revealing that 42 genes were shared (Table 6). Of these genes 15 were both up-regulated in ICM and after MAPK inhibition while 27 were contra-regulated (Figure 6A). 

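Of the 42 genes listed in Table 6, 28 had a named probe here, and between ICM and TE 17 of them were higher in the ICM, 1 was lower and 10 did not pass (n = 2 per group). *PRPH*, which encodes the neuronal intermediate filament protein peripherin, was the lower one (log2 fold change -1.31, standard error 0.14, adjusted p = 0.00973). Among the higher genes, *CD8B*, a T cell co-receptor chain, was 3.43-fold higher in the ICM, *JAM2*, a junctional adhesion molecule, 2.20-fold and *DUSP4*, a phosphatase that inactivates ERK, 2.03-fold. *AHCYL2*, *FST*, *MAP1B*, *MFAP5*, *MYL9*, *PHLDA1*, *SERPINH1*, *SPRY4*, *TGM2* and *VIM* did not pass, with log2 differences from -0.28 to 2.18, 7 of them above 0. The largest of these was in *VIM* (adjusted p = 0.192). From the 4 arrays of ICM and TE alone *VIM*, *FST* and *SERPINH1* passed (adjusted p = 0.00999, 0.0258 and 0.0121). Table 6 holds genes chosen on the same samples, so these counts are not independent evidence. *PRPH*, *JAM2* and *DUSP4* passed in none of the 4 fits that left out ICM replicate 1, ICM replicate 2, TE replicate 1 or TE replicate 2 (adjusted p 0.0550 to 0.267), and *CD8B* not without TE replicate 1 (adjusted p = 0.0856) or TE replicate 2 (adjusted p = 0.115). With normexp background correction *JAM2* and *CD8B* did not pass (adjusted p = 0.109 and 0.108) and *DUSP4* came under 2-fold (log2 difference 0.62), nor did *JAM2* and *DUSP4* without the replicate block (adjusted p = 0.0517 and 0.156). *JAM2* also did not pass with median centring, *DUSP4* with the series matrix values, and *DUSP4* and *CD8B* averaged over their probes.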

Only *PRPH* was expressed at lower levels in ICM than in TE and 26 genes were down-regulated after MAPK inhibition and the expression of 16 genes was further up-regulated (Table 6). Although it has been described that NANOG activates *POU5F1* and *SOX2* transcription, expression of these genes was not significantly altered after up-regulation of *NANOG* expression by MAPK inhibition.

**Table 6:** **List of genes differentially expressed in ICM versus TE and PD treated versus control ICMs**

**Gene name**	**FC (ICMvsTE)**	**FC (PDvsControl)**
ADH6	3.336	−2.993
AHCYL2	5.379	2.068
C8A	2.558	2.009
CD8B	3.392	−2.010
CKB	3.660	2.062
CTSC	3.064	−2.517
CYP1A1	4.041	−2.563
DHRS7	3.717	2.170
DUSP4	3.685	−6.320
EMILIN2	5.463	2.697
FBLN1	2.215	−2.160
FST	2.468	−3.235
GKN2	2.615	−2.426
HAS2	7.117	−2.237
JAM2	2.205	−2.186
LOC100139049	2.661	2.276
LOC100139916	6.461	−2.002
LOC100140174	3.096	2.880
LOC616039	7.437	−2.203
MAP1B	3.657	2.032
MEIS2	3.638	−2.508
MFAP5	4.520	−2.403
MYL9	2.257	3.305
NANOG	13.215	2.575
NID1	6.536	−2.072
P4HA3	3.279	2.083
PDGFRA	6.583	−2.116
PDYN	6.053	−2.398
PHLDA1	2.679	−2.133
PRPH	−2.552	2.124
PRSS12	4.640	2.334
RSPO3	2.572	−2.619
S100B	3.875	3.516
SELP	2.758	2.466
SERPINA5	5.908	−7.057
SERPINH1	2.673	−2.110
SLC1A3	3.230	−2.249
SPRY4	4.314	−2.065
TGM2	3.363	−2.231
TIFA	3.394	−2.569
unknown	2.868	2.076
VIM	4.636	−2.827

Alphabetical ranking of differentially expressed genes (p < 0.05) in inner cell mass versus trophectoderm (ICMvsTE) and MAPK-inhibited versus control inner cell masses (PDvsControl). FC = Fold change in respect to ICM or PD.

**Figure 6:**
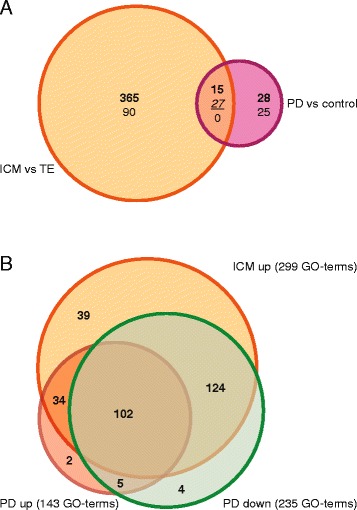
Gene expression and processes in the inner cell mass. (**A**) Of the 497 genes differentially expressed (≥2-fold; p ≤ 0.05) between ICM and TE (orange) several are up-regulated (**bold**) or down-regulated (regular) and 42 of these are also differentially expressed when inner cell masses treated with the MAPK-inhibitor PD0325901 (PD) are compared with control inner cell masses (magenta). This latter comparison retains 95 differentially expressed genes. Of the 42 shared genes 15 are up-regulated in both comparisons and 27 are contra-regulated (italics and underlined). (**B**) A gene ontology analysis with 41 ICM up-regulated genes (orange), 16 PD up-regulated (red) and 26 PD down-regulated (green) genes indicates several GO-terms of which 34 are enriched in both up-regulated gene analyses.

The expression of *GATA6* was significantly down-regulated in the ICM after MAPK inhibition, although the difference was less than 2-fold and was not significant in the qRT-PCR analysis. The expression of 26 other ICM-specific genes was significantly down-regulated upon MAPK inhibition suggesting that these genes are involved in primitive endoderm formation (Figure 5 and Table 6). Expression of a number of the genes was also analysed by qRT-PCR showing a similar pattern and validating the microarray data (Figure 5 and Additional file 4: Figure S3). Indeed mouse follistatin, coded by *Fst*, has been implicated as a marker for primitive endoderm derivatives [36]. Other genes down-regulated in the MAPK inhibited bovine ICMs themselves code for negative regulators of MAPK activity such as *DUSP4* and *SPRY4*.

The 42 shared genes were analyzed for their properties by gene ontology analysis. A PAGE analysis in AgriGO revealed 59 enriched GO-terms of which none had a FDR < 0.1. When the SEA was performed using either ICM up-regulated, PD up-regulated or PD down-regulated genes (Additional file 2: Table S6), a Venn diagram with the enriched terms (FDR < 0.1) revealed 34 enriched GO-terms shared between the up-regulated gene comparisons (Figure 6B, Additional file 2: Table S6).

## Discussion

During bovine pre-implantation development several cell types display a pluripotent character. The failure in generating true pluripotent ES cell lines from *Bos taurus* embryos however indicates that, compared with murine and human embryos, other genes are involved in maintenance of pluripotency, that the correct embryonic stage with pluripotent cells has not been used, or that the culture conditions employed did not sufficiently inhibit differentiation. Interestingly, induced pluripotent stem (iPS) cells generated from bovine cells also behave differently than mouse iPS cells. Similar to porcine iPS cells, the introduced transgenes are not silenced in the currently used culture conditions but remain expressed in these cells suggesting that other factors are needed for maintenance of pluripotency [37]. We performed a microarray analysis comparing morula, blastocyst, ICM and TE gene expression profiles to identify genes possibly involved in pluripotency. Further enrichment of the pluripotent character of the ICM was achieved by inhibiting the MAPK pathway through exposure to the MEK inhibitor PD0325901 during in vitro culture thereby increasing the percentage of *NANOG* expressing cells in the ICM/epiblast [13,14].

To obtain samples for the microarray analysis embryos were cultured up to the morula stage or blastocyst stage. Blastocysts were dissected manually to separate ICM and TE. The advantage of this technique is that ICM and TE are isolated from the same embryo, in contrast to for example a technique like immunosurgery. Manually dissecting blastocysts is challenging however and it is unavoidable that few TE cells remain attached to the ICM. We therefore verified that the separation of the two cell types was successful. For separation of ICM from TE, Nagatomo et al. have used either a micromanipulator or mild trypsin treatment to separate ICM [38]. ICMs isolated using the micromanipulator still contained 43.3% TE cells [38]. In our hands the percentage of TE cells remaining in the ICM isolates was ~20% as determined by CDX2 expression, indicating a low contribution of TE cells to the ICM transcriptome. The disadvantage of mild trypsin treatment to isolate ‘pure’ ICM cells, is that TE and ICM cannot be compared from the same embryo and that the trypsin treatment by itself may cause a difference in gene expression. The observation that duplicate samples paired together and that TE and ICM clustered apart from each other together with the expected expression patterns of known TE- and ICM-specific genes in the microarray as well as by qRT-PCR indicates that indeed the separation was specific and reproducible.

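Markers of the pluripotent epiblast were higher in the ICM for 5 of 13 measured genes, lower for 0 and not passing for 8 (n = 2 per group). The 5 were *NANOG*, *SOX2*, *ZIC2*, *STAT3* and *PRDM14* (camera adjusted p = 4.32e-04; adjusted p = 0.200 with an estimated correlation). Markers of the primitive endoderm, the second lineage of the ICM, were higher in the ICM for 3 of 23 genes, lower for 0 and not passing for 20. *NID1*, a basement membrane protein, was 6.68-fold higher (standard error 0.17 on the log2 scale, adjusted p = 0.00253), *SPARC*, a matrix protein, 3.18-fold and *APOA1* 2.00-fold (camera adjusted p = 0.367). *GATA6*, the primitive endoderm marker used in the paper, was not called between ICM and TE. Relative to the pool it stood at 0.05 and 0.58 in the ICM, 0.11 and 0.16 in the TE and 1.19 and 1.02 in morulae. Of 22 markers of the trophectoderm, 1 was higher in the TE, 0 in the ICM and 21 did not pass. The one called was *GATA3*, a trophoblast transcription factor, at 2.07-fold higher in the TE (standard error 0.19 on the log2 scale, adjusted p = 0.0349), and the median log2 difference of these markers was -0.19 (camera adjusted p = 0.0109; adjusted p = 0.396 with an estimated correlation). In the ICM samples *GATA3* lay above the background on 2 of 2 arrays, as did 94.5% and 92.6% of all gene probes there. This detection therefore does not tell whether TE cells contributed to the signal. The paper states that some TE cells stayed attached to the ICM. Markers of these lists without a named probe here include *CDX2* and *KRT18*, which the paper found highest in the TE by array and qRT-PCR. Others are *PDGFRA*, *LGALS4*, *POU5F1* and *OTX2*, which the paper found higher in the ICM. Adjusted over the list alone, 5 epiblast and 4 primitive endoderm markers were higher in the ICM, and 1 primitive endoderm and 1 trophectoderm marker in the TE. The lowest log2 difference among the primitive endoderm markers was -1.07, in *DAB2*, towards the TE. Without ICM replicate 1, ICM replicate 2, TE replicate 1 and TE replicate 2 in turn, 4, 2, 3 and 3 epiblast markers passed, *NID1* passed each time, and *SPARC* and *APOA1* did not (adjusted p 0.0508 to 0.247). *APOA1* also did not pass with normexp background correction, median centring, the series matrix values or the mean over probes. *GATA3* passed without TE replicate 1 (adjusted p = 0.0371) but not without ICM replicate 1, ICM replicate 2 or TE replicate 2 (adjusted p 0.111 to 0.233) or without the replicate block (adjusted p = 0.0855), from the 4 arrays of ICM and TE alone or averaged over its probes.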

Several genes were represented on the array by multiple probes and in those cases we only used the expression data of the most 3’-located probe. Unfortunately, *the Bos taurus* genome is not completely annotated [39] and indeed approximately 5% of the probes representing genes differentially expressed between blastocyst and morula could not be identified. The other comparisons could be made with all probes linked to a known differentially expressed gene. For the Gene Ontology analysis genes need to be associated with a GO-term. Not all genes are associated with a GO-term and therefore 3.7% – 5.3% of the genes could not be analysed in the AgriGO gene ontology analysis.

In vitro derived embryos were used as this enabled us to generate the numbers needed for RNA extraction. Particularly for the ICM and TE samples large numbers of embryos were needed to obtain sufficient amounts of RNA for hybridization (Additional file 2: Table S7). Although a significant difference in gene expression between in vitro and in vivo derived embryos has been demonstrated [40] the birth of healthy animals from in vitro derived embryos indicates that the pathways for pluripotency are functional in these embryos. When gene expression was compared between different stages of in vivo derived bovine embryos most genes were found to be differentially expressed between early development (oocyte-4 cell stage) and later stages (8-cell stage-blastocyst) [40]. Most likely these differences in gene expression are caused by embryonic genome activation around the 8-cell stage [40-42]. A larger number of genes (~1800) was expressed in in vivo derived oocytes compared with in vitro matured oocytes [40], indicating that in our study with in vitro derived embryos important genes may not have been detected. However, since in vitro derived embryos are commonly used for embryo transfer and give rise to healthy animals, it can be expected that genes important for pluripotency are sufficiently expressed and the pathways for pluripotency are functional in in vitro derived embryos.

We started our analysis by comparing gene expression in blastocysts with that in morulae. This indicated that most differentially expressed genes are expressed at higher levels in the blastocyst but a GO-analysis revealed that most genes expressed at higher levels in morulae are involved in gene transcription. This might be a result of the embryonic genome activation initiated during the 8-16 cell stage in cattle embryos preceding the morula stage [40-42]. 

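Of 29 measured genes typical of the oocyte, 10 were higher in morulae, 0 were higher in blastocysts and 19 did not pass (n = 2 per group). *CPEB1*, which controls the translation of stored maternal mRNA, was 10.3-fold higher in morulae (standard error 0.18 on the log2 scale, adjusted p = 5.91e-05), *KPNA7*, an oocyte importin, 8.59-fold, *BTG4*, which acts in the clearance of maternal mRNA, 6.79-fold and *GDF9*, a growth factor of the oocyte, 6.65-fold. Genes of the mitotic cell cycle were higher in morulae for 14 of 51, higher in blastocysts for 2 and not passing for 35. Here *CCNA1*, a cyclin of germ cells and early embryos, was 8.47-fold higher in morulae (standard error 0.18 on the log2 scale, adjusted p = 6.95e-05), *PTTG1*, the securin, 5.19-fold, *CCNB1*, cyclin B1, 4.21-fold and the kinase *AURKA* 3.86-fold. The cyclin *CCND2* (3.20-fold) and the replication helicase subunit *MCM5* (2.01-fold), both named after their values were seen, were higher in blastocysts. Adjusted over the list alone, 10 oocyte genes and 14 cell cycle genes were higher in morulae. Both sets were shifted towards the morula at the preset correlation (camera adjusted p = 3.34e-04 and 6.81e-06), with adjusted p = 0.268 and 0.205 with an estimated correlation. With dim probes left out, 6 oocyte genes were higher in morulae.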

Next we tried to identify genes involved in pluripotency by comparing gene expressions in ICM and TE. Mouse and human ES cell pluripotency is regulated by NANOG, SOX2 and OCT4, and these factors enhance each other’s transcription [43-45]. Indeed, their gene expression levels were found higher in the bovine ICM samples compared with TE. Remarkably, in the comparison of the ICM with the TE, expression of genes in the GO-category *RNA splicing* was specifically up-regulated in the ICM. This indicates a higher transcriptional activity in ICM cells than in TE cells. This is further reflected in the >400 genes up-regulated in ICM compared with TE. Using deep sequencing, Ozawa et al. examined genes differentially expressed between ICM and TE of day 8 in vitro derived embryos [32]. All of 8 ICM-characteristic genes that Ozawa et al. found were also up-regulated in our study, except for *ZC3HAV1* and *Il6R*. 

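*ZC3HAV1*, an antiviral protein that binds and destabilises viral RNA, did not differ detectably between ICM and TE (log2 fold change -0.02, standard error 0.09, adjusted p = 0.937 from limma, n = 2 per group). Its other probes ranged from -0.42 to -0.01 on the log2 scale.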

Expression of *Il6R* was indeed significantly up-regulated in the ICM but the difference was below the cut-off used (2-fold). These results confirm the specificity and reliability of the ICM isolation and microarray analysis. Compared with our results Ozawa et al. found more genes (870 versus 497 in our study) to be differentially expressed between ICM and TE, most likely because of the less stringent cut-off value used (1.5 versus 2.0 fold difference in our study) [32].

By enhancing the overall *NANOG* expression in the ICM we had anticipated that *SOX2* and *POU5F1* expression were similarly enhanced. Surprisingly however, in ICMs from embryos cultured in the presence of a MAPK inhibitor, gene expression levels of *NANOG* were up-regulated while those of *POU5F1* and *SOX2* remained relatively unchanged*.* These results suggest that in bovine cells *NANOG* by itself is not sufficient in maintaining the core pluripotency network.

An unexpected result was the expression of several interferon-coding genes in the ICM. Various reports have described exclusive *IFNT* expression in trophectoderm or TE derived cell lines [46-48]. We detected *IFNT* expression in the isolated ICMs at similar levels as in TE however and the expression in the ICM was down-regulated upon MAPK inhibition even to a greater extent than in TE. In ungulates, interferon tau (coded by *IFNT*) expression by TE is important for maternal pregnancy recognition [49]*.* In bovine day 7 blastocysts interferon tau has been detected at varying intensity in the TE and was concentrated at the border of the ICM and TE [48]. By dissecting the ICM, part if not all of the interferon tau-positive adjacent cells have been included in the ICM samples accounting for the observed *IFNT* expression in the ICM samples. Together with *CDX2* predominantly expressed in TE cells and capable of increasing *IFNT* transcription [46,50], this might explain the greater expression reduction found in ICM (20-fold) than in TE (4-fold). Nevertheless, our results and the previously reported location of interferon tau expression [48] do not exclude *IFNT* expression in the ICM even though its function in the ICM is unknown.

After exposure to PD0325901 expression of *NANOG* in the ICM was enhanced as compared to control ICMs. In the mouse more than 3,000 genes have been identified containing NANOG binding sites [51]*.* Of the 42 genes identified to be differentially expressed in bovine ICMs and after MAPK inhibition, only five were homologous to murine genes containing NANOG binding sites. Of those genes only expression of *NANOG* was up-regulated after MAPK inhibition. Of the remaining four*, CD8B, DUSP4, JAM2* and *SPRY4,* the expression was enhanced in the ICM but their expression was down-regulated after MAPK inhibition. The role of the glycoprotein CD8B in early embryonic development, and more specifically in the ICM, is unclear. Its expression can be regulated however by MAPK signalling [52,53] possibly accounting for the observed down-regulation after PD0325901 treatment. DUSP4 is suggested to function in the negative feedback control of MAPK signalling specifically dephosphorylating ERK1/2 [54,55]. Also SPRY4 is known for its involvement in the MAPK pathway by interacting with GRB2 and GAP1 and as such inhibiting RAS activation [56] and antagonizing FGF activity [57]. Therefore, the down regulation of *DUSP4* and *SPRY4* expression by MAPK inhibition is most likely a direct result of the MAPK inhibition rather than result from the up-regulation of *NANOG* expression*. JAM2* is expressed in both embryonic and adult stem cell lines [58] and its expression is enhanced in undifferentiated mouse ES cells compared to early stages of differentiation. Since mouse ES cells that genetically lack *Jam2* maintain pluripotency however, the function of JAM2 in stem cells remains unknown [59]. In mouse Sertoli cells inhibition of ERK activity did not affect *Jam2* transcription [60], suggesting that the observed reduced *JAM2* expression resulted from increased *NANOG* levels*.* Interestingly*, JAM2* expression was also down-regulated after OCT4 had been exogenously introduced into human cells, suggesting that low levels of JAM2 induce or indicate differentiation [61]. In our bovine ICMs *POU5F1* expression was however not significantly up-regulated after enhanced *NANOG* expression. Surprisingly, no other genes that had been identified as overlapping NANOG putative targets in mouse and human ES cells [51] appeared to be up- or down-regulated in bovine ICMs with enhanced *NANOG* expression*.*

Apart from the core pluripotency markers NANOG, SOX2 and OCT4, other transcription factors are reported to be involved in mouse or human pluripotency. Of all transcription factors differentially expressed between ICM and TE, *OTX2* ranked third and was 7.2-fold higher expressed in ICM. In mouse ES cells OTX2 was reported to be required for the transition to a stable epiblast stem cell condition [62]. Recently, it was shown that OTX2 is one of the earliest transcription factors to be activated during exit from a naïve ground state in mES cells [63]. Although the MAPK pathway is important in cell differentiation [35] and therefore might influence *OTX2* expression we did not detect a difference in *OTX2* expression in the PD treated bovine ICMs. Together, these findings suggest that the ICMs under investigation were already in a “primed” state.

Transcription factors involved in the LIF or BMP pathway were also amongst the genes with up-regulated expression levels in the ICM. Although *BMP4* was not differentially expressed, *STAT3* (2.5-fold), *ID3* (2.7-fold) and *ID1* (6.7-fold) were expressed at higher levels in ICM than in TE. 

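*ID1*, an inhibitor of basic helix-loop-helix factors and a target of BMP signals, was 7.12-fold higher in the ICM than in the TE (log2 fold change 2.83, standard error 0.22, adjusted p = 0.00388 from limma, n = 2 per group). Its relative *ID3* had a log2 difference of 1.51 (standard error 0.42) and did not pass (adjusted p = 0.0938). *ID3* passed from the 4 arrays of ICM and TE alone (adjusted p = 0.0185) and with the F2 test of the methods (adjusted p = 0.0256). On the single arrays *ID3* stood at 1.45 and 0.72 in the ICM and at -0.23 and -0.62 in the TE, as log2 ratios to the blastocyst pool. *BMP4*, the ligand, differed by 0.06 (standard error 0.13, adjusted p = 0.854) between ICM and TE. Between blastocyst and morula *BMP4* was 2.37-fold and *ID3* 6.20-fold higher in morulae. *ID1* did not pass without TE replicate 2 (adjusted p = 0.0504) and passed without each of the other 3 arrays; its second probe was 1.87-fold higher in the ICM. *BMP4* averaged over its probes did not pass between blastocyst and morula (log2 difference -0.99). From the higher expression of *STAT3*, *ID1* and *ID3*, the paper proposes that differentiation had not been initiated yet in ICMs of day 9.

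**Figure D3:**
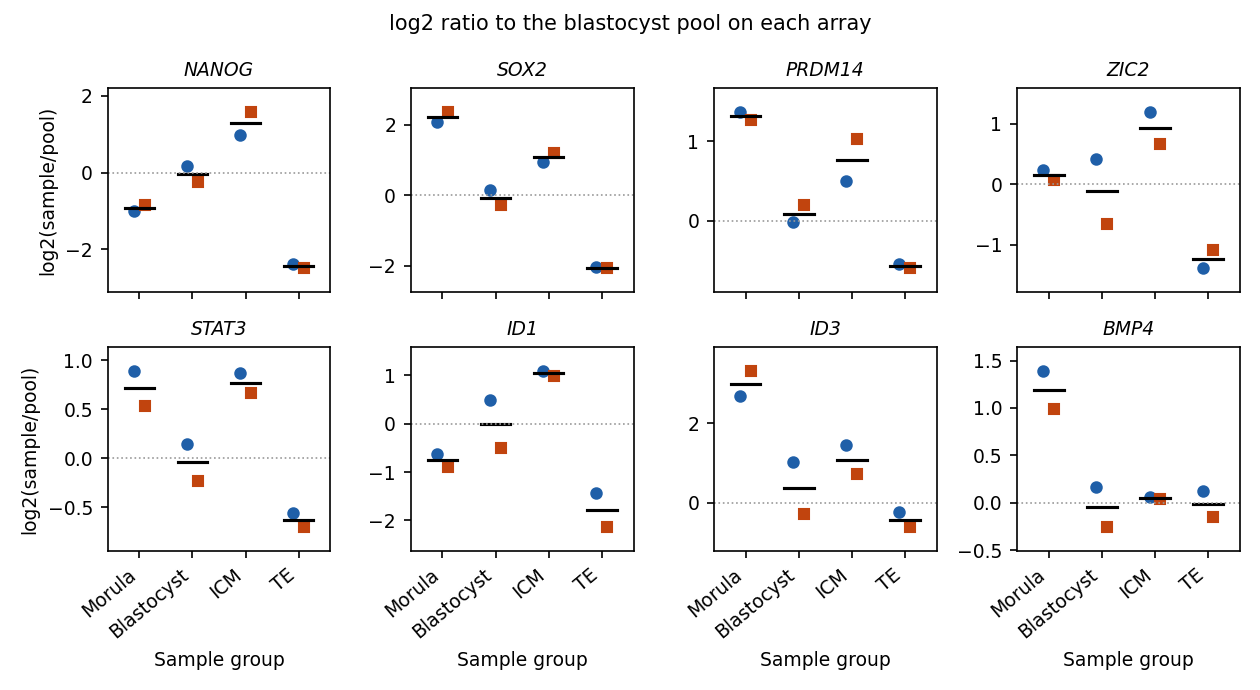
Log2 ratio of the sample over the blastocyst pool (y axis) of 8 genes in morula, blastocyst, ICM and TE (x axis); blue circles are replicate 1, orange squares replicate 2 and black lines the mean of both. *NANOG* lies at 0.99 and 1.59 in the ICM and at -2.37 and -2.50 in the TE, and *BMP4* at 0.06 and 0.04 in the ICM and 0.12 and -0.15 in the TE.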

STAT3 is capable of suppressing mesoderm and endoderm commitment whereas ID genes suppress neuroectoderm commitment in mES cells. Fibronectin, with expression levels almost 4-fold higher in ICM, can induce *Id* expression and also NANOG is capable of activating STAT3 and inducing ID genes [64]. Up-regulated *NANOG* expression did however not induce *STAT3* or *ID* expression in MAPK inhibited ICMs. Although the level of expression might not be high enough, the increased expression of *STAT3*, *ID1* and *ID3* suggests that, although in a primed state, differentiation is not initiated yet in the bovine day 9 ICMs.

The transcription factor PRDM14 is implicated to act as a safeguard for maintaining pluripotency [65] and is uniquely expressed in mouse compacted morula, ICM, the early epiblast, primordial germ cells and ES cells [66-68]. Indeed, the expression of *PRDM14* was found to be up-regulated in bovine morulae compared to blastocysts (2.4-fold; p = 0.00097) and ICM versus TE (2.5-fold; p = 0.0015). It has been reported that in mouse ES cells PRDM14 attenuates FGF-induced differentiation [68]. 

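*PRDM14* was 2.34-fold higher in morulae than in blastocysts (standard error 0.17 on the log2 scale, adjusted p = 0.00163 from limma, n = 2 per group). In the ICM it was 2.52-fold higher than in the TE (standard error 0.17 on the log2 scale, adjusted p = 0.0135, n = 2 per group). The difference between ICM and TE passed without ICM replicate 1 and not without ICM replicate 2, TE replicate 1 or TE replicate 2 (adjusted p 0.0785 to 0.100).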

We did however not observe a difference in levels of *PRDM14* expression in MAPK-inhibited ICMs (1.07 fold difference; p = 0.87), suggesting that the FGF- or MAPK-signalling pathways do not repress *PRDM14* expression in bovine pluripotent cells. 

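*ZIC2*, a zinc finger transcription factor of early neural and epiblast cells, was 4.49-fold higher in the ICM than in the TE (log2 fold change 2.17, standard error 0.30, adjusted p = 0.0178 from limma, n = 2 per group). It passed in none of the 4 fits that left out ICM replicate 1, ICM replicate 2, TE replicate 1 or TE replicate 2 (adjusted p 0.0504 to 0.130).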

Expression of the ZIC gene family members *ZIC2* and *ZIC3* was also up-regulated in the ICM (4.3-fold and 2.2-fold, respectively). *Zic2* and its orthologues are expressed in frog [69] and zebrafish [70], pregastrulation embryos and in mouse E0.5 and ICM of E4.5 embryos [71]. *Zic3* is implicated to play an important role in maintaining pluripotency in mouse ES cells [72] and contains OCT4, NANOG and SOX2 binding sites [34,51]. Indeed, after increased *NANOG* expression by MAPK inhibition *ZIC3* expression increases 1.5 fold (p = 0.038) but *ZIC2* expression decreased 2.2-fold (p > 0.05). 

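*TIPARP*, the gene of PARP7, was 4.63-fold higher in blastocysts than in morulae (log2 fold change 2.21, standard error 0.11, adjusted p = 4.66e-05 from limma, n = 2 per group), and its 3 other probes had log2 differences of 0.30, 0.07 and 1.30. Between ICM and TE it differed by -0.32 on the log2 scale (standard error 0.11, adjusted p = 0.153). *PARP1*, which attaches ADP-ribose chains to proteins at DNA breaks, differed by -0.75 between blastocyst and morula (standard error 0.32, adjusted p = 0.108) and by -0.45 between ICM and TE (standard error 0.32, adjusted p = 0.510), and neither passed. *TIPARP* averaged over its probes did not pass between blastocyst and morula (log2 difference 0.97).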

Other reported genes to safeguard pluripotency such as *PARP1* and *PARP7* [73] were expressed at higher levels in morula than in blastocyst (*PARP7*), did not show a differential expression between ICM and TE and were not differentially expressed after MAPK inhibition. All together, these findings indicate that, despite the increased *ZIC3* and *NANOG* expression, MAPK inhibition by PD0325901 is insufficient to maintain a pluripotent state in bovine ICM cells.

## Conclusion

We have identified whole genome expression profiles of different stages of bovine embryos and TE and the pluripotent ICM of blastocysts. In addition, the transcriptome of ICMs with enhanced *NANOG* expression after inhibition of MAPK activity was established. Unfortunately, these expression profiles did not lead to (new) pathways or indications how to maintain pluripotency and possibly generate genuine bovine ES cells. Furthermore, it became apparent that although MAPK inhibition increased *NANOG* and *ZIC3* expression, this is insufficient to maintain pluripotency. Comparing transcription factor expression in the bovine ICMs used in the microarray with known expressions in mouse pluripotent cells indicates a “primed” or epiblast state. Therefore, the data presented in this paper can act as a starting point for further research on bovine pluripotency.

## Methods

### Bovine in vitro embryo culture and mechanical separation

Bovine embryo culture was performed at 39°C in a humidified atmosphere with 5% CO_2_, unless stated otherwise. Three to eight mm follicles of ovaries, obtained from a local slaughterhouse, were aspirated to retrieve COCs. Groups of 35–60 COCs were incubated for 23 hrs in 500 μl M199 (Life Technologies, Bleiswijk, The Netherlands) supplemented with 0.05 IU/ml recombinant hFSH (Organon, Oss, The Netherlands) and with 1% (v/v) penicillin-streptomycin (Life Technologies). Fertilization was performed as described previously [74] with modifications as described [75]. In short, matured COCs were transferred to fertilization medium (Fert-TALP) supplemented with heparin at a final concentration of 10 μg/ml (Sigma-Aldrich, Zwijndrecht, The Netherlands), 20 μM D-penicillamine (Sigma-Aldrich), 10 μM hypotaurine (Sigma-Aldrich), and 1 μM epinephrine (Sigma-Aldrich). Frozen-thawed sperm from a bull with proven fertility was centrifuged over a Percoll-gradient (GE Healthcare Europe GmbH, Eindhoven, The Netherlands) and added to the COCs at a final concentration of 1.0 × 10^6^ spermatozoa/ml. Fertilization day was considered as day 0. After incubation for 20 hrs the COCs were denuded by vortexing for 3 min and the cumulus-free oocytes were placed in synthetic oviduct fluid (SOF) medium. The presumptive zygotes were incubated at 39°C in a humidified atmosphere with 7% O_2_ and 5% CO_2_. At day 5 either morulae were collected or embryos were transferred to fresh SOF medium, cultured to blastocyst stage embryos and collected on day 9. Embryos were cultured until day 9 of development as this resulted in a higher percentage of hatching and hatched blastocysts [30,76,77], which facilitated ICM from TE separation. To ensure good quality embryos only stage code 7–9 blastocysts with quality code 1 or 2, according to the IETS manual, were collected [78,79]. To obtain ICMs containing a higher percentage of NANOG-expressing cells, SOF medium was supplemented with a final concentration of 0.5 μM PD0325901 (Stemgent, Cambridge, MA, USA) at day 5. Embryo culture for control ICM samples was performed with equal concentrations of the solvent DMSO.

Blastocysts collected to obtain inner cell mass and trophectoderm were placed in wash buffer containing 6.67 mg/ml NaCl (Merck, Schiphol-Rijk, The Netherlands), 0.24 mg/ml KCl (Merck), 0.168 mg/ml NaHCO_3_ (Sigma-Aldrich), 0.047 mg/ml NaH_2_PO_4_ (Merck), 0.217% (v/v) of a 60% sodium lactate solution (Sigma-Aldrich), 2.38 mg/ml HEPES (Sigma-Aldrich), 0.2% (v/v) phenolred (Sigma-Aldrich), 0.39 mg/ml CaCl_2_ · 2H_2_O (Sigma-Aldrich), 0.10 mg/ml MgCl_2_ · 6H_2_O (Merck), 0.11 mg/ml sodium pyruvate, 100U/ml Penicillin-Streptomycin (Life Technologies) and 6.0 mg/ml bovine serum albumin fraction 5 (MP Biomedicals, Santa Ana, CA, USA), set at an osmolality of 280 osmol/kg and adjusted to pH 7.3.

Sharpened tungsten needles were used to manually separate the trophectoderm from the ICM. This procedure was performed in wash medium under a stereo microscope.

### RNA isolation

Collected cells and embryos were harvested per tissue type or treatment and stored in 100 μl extraction buffer (Life Technologies) at −80°C until RNA isolation. RNA isolation and on column DNA digestion (Qiagen, Venlo, The Netherlands) was performed using the PicoPure® RNA isolation kit (Life Technologies) according to the manufacturer’s protocol. Total RNA quality and quantity assessment was performed by micro-electrophoresis on a Bioanalyzer 2100 using the RNA 6000 Pico LabChip kit (Agilent Technologies, Amstelveen, The Netherlands) according to manufacturer’s instructions. RNA was stored at −80°C until further use.

### Microarray gene expression analysis

Selected total RNA samples were compared in a common reference experiment design using 12 dual channel microarrays (8 for the stage-/cell-specific microarray and 4 for the ERK-inhibition microarray) with each sample hybridized against an identical common reference total RNA sample consisting of a pool of blastocysts total RNA. Within each group of two microarrays for each stage/tissue type/treatment, sample versus common reference hybridizations were performed in balanced dye-swap.

Microarrays used were bovine whole genome gene expression microarrays V2 (Agilent Technologies) representing 43,653 *Bos taurus* 60-mer oligos in a 4x44K layout.

cDNA synthesis, cRNA double amplification, labelling, quantification, quality control and fragmentation were performed with an automated system (Caliper Life Sciences NV/SA, Teralfene, Belgium), starting with 10–20 ng total RNA from each sample, all as previously described in detail [80,81]. Microarray hybridization and washing was with an HS4800PRO system with QuadChambers (Tecan, Mechelen, Belgie) using 700 ng, 1-2% Cy5/Cy3 labelled cRNA per channel as described [80]. Slides were scanned on an Agilent G2565BA scanner at 100% laser power, 30% PMT. After automated data extraction using Imagene 8.0 (BioDiscovery, Hawthorne, CA, USA), Loess normalization was performed [82] on mean spot-intensities. Gene-specific dye bias was corrected by a within-set estimate [83]. Data were further analysed by MAANOVA [84], modelling sample, array and dye effects in a fixed effect analysis. P-values were determined by a permutation F2-test, in which residuals were shuffled 10000 times globally. Gene probes with p < 0.05 after false discovery rate determination (FDR by Benjamini-Hochberg) were considered significantly changed. In cases of multiple probes per gene, the values from the most 3′ probe were used [27,28]. To determine differentially expressed genes a fold change cut-off of 2 fold was used. All microarray gene expression data have been deposited in NCBI’s Gene Expression Omnibus [85] and are accessible through GEO Series accession number GSE63054 [86].

### Quantitative reverse transcription-PCR

RNA was converted to cDNA using the iScript™ cDNA Synthesis Kit (BioRad, Veenendaal, The Netherlands) according to manufacturer’s instructions. Primers (Life Technologies; Additional file 2: Table S8) for specific *Bos taurus* mRNA templates [87] were designed using a Primer3 based platform [88]. Further in silico validation was performed by predicting PCR product folding structures using the Mfold web server [89-91]. For quantitative reverse transcription PCR (qRT-PCR) we used iQ™ SYBR® Green supermix on a MyiQ detection system (Biorad) in a 25 μl reaction volume with a final primer concentration of 400nM according to manufacturer’s instructions. To confirm specificity of primer pairs and establish melting temperatures (T_m_) a temperature gradient was performed ranging from 57.0°C – 65.3°C using a 4 times dilution series of cDNA from blastocyst samples. Reactions started with a 5 min enzyme activation cycle at 95°C continued with 45 cycles in which the first step was 20 sec denaturing at 95°C, followed by 30 sec at T_m_ (Additional file 2: Table S8) for annealing and the third step for 30 sec at 72°C for elongation. To generate a dissociation curve the reaction continued by increasing the temperature from 60°C to 98°C per 0.5°C for 15 sec each step. For expression analysis of the individual samples the primer specific optimal T_m_ was chosen (Additional file 2: Table S8) and the dissociation curve was generated with 1°C temperature increments per step until 98°C.

### Immunostaining

ICM, TE and blastocyst samples were collected and fixed in 4% paraformaldehyde (PFA) for 15 min and stored in 1% PFA at 4°C until further use. Samples were permeabilized in PBS + 10%FCS + 0.5% Triton X100 (Sigma Aldrich) for 30 min. Next, a-specific binding was blocked by incubating the samples in PBS + 10% FCS + 0.1% Triton X100 (PBST) for 1 hour before overnight incubation with primary antibodies rabbit anti-GATA6 (Santa Cruz;sc-9055;1:100), mouse anti-CDX2 (Biogenex; CDX2-88; 1:200) or mouse anti-NANOG (eBiosciences; 14-5768-82;1:250) at 4°C. Secondary antibody incubation for 1 hour with appropriate goat anti mouse Alexa647 or goat anti rabbit Alexa 488 dye (Invitrogen, Venlo, The Netherlands) and subsequent nuclear staining using DAPI (Sigma Aldrich) for 5 min preceded Vectashield (Brunschwig Chemie, Amsterdam, The Netherlands) mounting in Grace Bio-Labs SecureSeal™ imaging spacer (Sigma-Aldrich). All incubations were performed at room temperature unless stated otherwise.

Fluorescent images were obtained using an inverted semi-automated confocal microscope (SPE-II – DMI4000; Leica, Son, The Netherlands) and further analysed with Fiji software [92].

## Additional files

Additional file 1: Figure S1. Relative gene expression; additional data. Microarray expression data (A) were analysed for additional genes by qRT-PCR (B) in morula (purple), blastocyst (green), ICM (orange) and TE (blue). Normalization was performed with reference genes *RPL15*, *SDHA* and *YWHAZ*. Y-axis depicts relative mean expression to sample with highest expression set at 1 per gene. Bars with different letters are significantly different (p < 0.05) and error bars indicate standard deviation. Additional file 2: Table S1. Comparison of relative gene expression between blastocyst and morula. All genes differentially expressed (≥2-fold; p ≤ 0.05) between blastocyst and morula are ranked according to their relative expression. Positive numbers indicate enhanced expression in blastocysts and negative numbers indicate lower expression in blastocysts. **Table S2.** Relative expression of genes comparing ICM and TE. All genes differentially expressed (≥2-fold; p ≤ 0.05) between ICM and TE are ranked according to their relative expression. Positive numbers indicate higher expression in blastocysts and negative numbers indicate lower expression in blastocysts. **Table S3.** Singular enrichment analysis of ICM up-regulated genes. List of all enriched GO-terms. **Table S4.** Gene expression MAPK inhibited versus control ICMs. All genes differentially expressed (≥2-fold; p ≤ 0.05) between MAPK inhibited versus control ICMs are listed according to their relative expression. Positive numbers indicate higher expression in MAPK-inhibited ICMs and negative numbers have higher expression in control ICMs. **Table S5.** Singular enrichment analysis of up-regulated genes in the PD treated or in the control ICMs. GO-terms enriched for genes with up-regulated expression (PD), with down-regulated expression (DMSO) or in both analyses (PD &DMSO). **Table S6.** GO-terms enriched with ICM up-regulated, PD up- or PD down-regulated genes. Singular enrichment analysis with ICM up-regulated, PD up- or PD down-regulated genes (minimum of two genes in a GO-term and a false discovery rate ≤0.1). **Table S7.** Microarray sample composition. Numbers of embryos used for RNA extraction and subsequent microarray study are presented per sample. Note; Blastocyst sample 1 and 2 (B1 and B2) are identical to Blastocyst pool 1 and 2 (Bp1 and Bp2) respectively. **Table S8.** Primers used for qRT-PCR. Gene^r^ indicates a reference gene used for normalization. Additional file 3: Figure S2. Hierarchical tree graph of GO-terms enriched with ICM vs. TE up-regulated genes in the biological process GO-domain. All 406 up-regulated genes in the ICM versus TE comparison were analysed for their enrichment in biological processes by a singular enrichment analysis. Additional file 4: Figure S3. Relative gene expression in control and MAPK-inhibited inner cell mass; additional data. Microarray expression data (A) were confirmed by qRT-PCR (B) for 7 additional genes. MAPK-inhibited ICM (red) results are depicted relative to control ICM (green) expression. Normalization was performed with the reference genes *RPL15*, *SDHA* and *YWHAZ*. Error bars indicate standard deviation and significant differences are indicated by * p < 0.05; ** p < 0.005; *** p < 0.0005. Additional file 5: Figure S4. Effect of MAPK inhibition. Immunofluorescent staining for GATA6 (green) and NANOG (red) to determine protein distribution in control (upper panels) and MAPK-inhibited (lower panels) embryos. DAPI was used for nuclear staining.

How the deposited data were processed for this re-analysis (not part of the article)

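Gene expression was measured in bovine morulae of day 5 and in blastocysts, ICM and TE of day 9, with 2 replicate samples for each of the 4 groups. Each sample was hybridized against a common pool of blastocyst RNA on a two-colour array, with the sample in Cy3 for replicate 1 and in Cy5 for replicate 2. The array held 45220 spots, 43653 of them gene probes and 1567 control spots. The intensity values deposited by the authors are means over the pixels of each spot in both channels, extracted with Imagene 8.0 and neither normalized nor reduced by the background, with the local background beside them. The log2 values deposited by the authors in the series matrix are ratios of the sample over the pool after loess and a correction for gene-specific dye bias, and they served as an alternative source of values. They were checked against the intensities: the values of each sample followed the log2 ratio of its array, with correlations from 0.727 to 0.993. Median intensities of the sample channel over the gene probes were 403 and 536 in the morula replicates, 311 and 478 in blastocysts, 229.9 and 402 in the ICM and 351 and 493 in the TE, over median local backgrounds of 46 to 57, and 90.3% to 94.8% of the gene probes of an array lay above the background.

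The analysis used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9 for figures. Mean spot intensities were taken and each array was normalized by loess, as in the methods of the paper. Background was not subtracted, a point the methods do not state, and control spots were left out. Group means and a term for dye orientation were fitted to the log2 ratios of all 8 arrays, variances were moderated by empirical Bayes, and p-values were adjusted by Benjamini-Hochberg. The fit left 3 residual degrees of freedom per probe, with 3.17 prior degrees of freedom and a prior standard deviation of 0.121. In every group dye orientation equals the replicate number, so the same term is the replicate block. As a check of that block, the difference between replicates was correlated across gene probes between groups: r was 0.338 between ICM and TE, which came from the same embryos, and 0.201 to 0.486 over all 6 pairs of groups; probes are not independent replicates. A gene was called at an adjusted p under 0.05 and at least 2-fold. Of the gene probes, 27952 carried a gene symbol, for 12552 genes, and each gene was represented by the probe of highest mean intensity. Of these symbols 11600 were current, 922 were found as synonyms and 30 were not found. A probe counted as above the background where its channel mean exceeded the local background mean by 2 background standard deviations. Both arrays of a group were at the background for 233 genes in morulae, 149 in blastocysts, 117 in the ICM and 174 in the TE, and a fold against such a group is given as a lower bound. Intensities of 65000 or more counted as saturated.

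Blastocyst was compared with morula and ICM with TE, and the other pairs of groups and the mean of ICM and TE against blastocyst were fitted as well. The comparisons, the gene lists, the rule for naming genes and most alternatives were set before the data were examined. The rule names every gene that the paper names for these 4 groups, whose values in the paper had been seen; per comparison the 10 called genes of largest difference in each direction; per gene list up to 4 called members of largest difference; and up to 2 members per list that did not pass, by intensity. It named 253 genes, and other genes in the text are said to have been named after their values were seen. The 31 gene lists were written from general knowledge and the pathways the paper names, and were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over all lists of a comparison. Samples were compared by Pearson correlation, Euclidean distance and principal components of the log2 ratios. The alternatives were normexp background correction with an offset of 50, median centring in place of loess, quantile normalization of average intensities after loess, the series matrix values, probes in the upper 60% of intensity only, no replicate block, only the 4 arrays compared, the F2 test of the methods with 100 shuffles of the residuals, a 1.5-fold minimum, no fold minimum, the mean over the probes of a gene, and each replicate left out. Chosen after the data were seen were the brightest unsaturated probe of a gene, a count of every gene probe, the alternatives for the other pairs of groups and the contrast of ICM and TE with blastocyst. The model was tested on simulated data with independent normal noise at the moderated spread of each probe. Correlation between genes and the wider scatter of spreads before moderation were not simulated, so the shares below hold for that setting only. Of genes changed 1.5-fold, 44% had an adjusted p under 0.05 (limma) between blastocyst and morula and 52% between ICM and TE. For genes changed 2-fold the shares were 92% and 100%, and for genes changed 3-fold 98% and 100%. Of the last 98% and 100% were called, with 3 false calls in each comparison. At 2-fold or less the share called (50% and 56% at 2-fold, 0% at 1.5-fold) was set by the 2-fold minimum.

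Cultures with MAPK inhibition, the qRT-PCR values and the gene ontology enrichment of the paper were not analysed here. The paper takes the most 3' probe of a gene, and probe positions were not used here. Of 94 genes sought from the text and tables of the paper, 67 matched a probe name. Groups of 2 samples are too small for a test of outlying samples or of other splits of the samples.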

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

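The contrast of dissected ICM and TE with intact blastocysts, and the tests on mixing of cell types and on dye and single arrays, were chosen after the result was seen, while the test on single probes was set before its result was seen; the 4 other pairs of groups were planned. The values below are for the other pairs of groups and for array probes without a gene name in the annotation used here.

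Against the ICM, 2098 genes were called in the morula, 844 higher in the morula and 1254 higher in the ICM (n = 2 per group). Against the TE, 2544 genes were called, 1147 higher in the morula and 1397 higher in the TE. Between blastocyst and ICM 33 genes were called, 3 higher in the blastocyst and 30 higher in the ICM, and between blastocyst and TE 18, 10 higher in the blastocyst and 8 higher in the TE. These 2 counts were 4 and 3 with normexp and 11 and 11 with median centring; without 1 of the 4 arrays compared the first was 0 to 3, and the second was 0 without blastocyst replicate 1, TE replicate 1 or TE replicate 2 and 18 without blastocyst replicate 2. Among probes without a gene name, 1656 were called between blastocyst and morula (932 higher in the blastocyst and 724 in the morula) and 199 between ICM and TE (172 higher in the ICM and 27 in the TE).

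A total of 8 genes were called higher in the mean of ICM and TE than in intact blastocysts, the stage from which both parts were dissected, and 0 were lower, with 1264 genes at an unadjusted p under 0.05 in either direction (limma, n = 2 per group). They were *SLC25A37* (7.46-fold), *LANCL3* (6.32-fold), *KIAA0586* (5.99-fold), *MYADM* (3.92-fold), *PTGFRN* (3.56-fold), *SAMD14* (3.22-fold), *IFIT2* (3.03-fold) and *PAX2* (2.41-fold), all named after their values were seen. Different shares of ICM and TE cells in the blastocyst samples would place the blastocyst between its parts. Its mean lay below both for 8 of the 8 genes, by 1.25 to 3.00 on the log2 scale, which argues against that explanation for these genes. All 8 were called against the ICM and against the TE separately (limma adjusted p from 0.00566 to 0.0487). Each replicate set shares 1 dye, so by design a dye bias falls alike on the samples compared within a set. The gap within a set was at least 1.24, and it exceeded 2 standard errors in both sets for 8 of 8 genes. The call itself nearly requires this, because replicates that disagree widen the standard error. It therefore does not decide whether a single array carried the difference. A signal of single probes stays open as a candidate explanation, since of the 5 genes with another probe above the background, 0 showed a gap of at least 0.5 on the log2 scale by that probe, and a response to the dissection stays open too and was not tested. In the contrast 3 genes were called averaged over probes, 2 with normexp background correction, and 1 to 7 without 1 of the 6 arrays of blastocyst, ICM and TE.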

How the results depend on the processing

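The alternatives for the other pairs of groups, the brightest unsaturated probe of a gene and the count of every gene probe were chosen after the data were seen. Where a value below differs from the one reported above, the cause was not tested, except that a lower fold minimum or a count of probes admits more items by construction.

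Between blastocyst and morula the number of called genes was 2164 with normexp, 2336 with median centring, 2195 with the series matrix values, 2176 without the replicate block, 2189 from 4 arrays, 2193 by the F2 test and 2090 without dim probes, against 2187. It was 3853 (2067 higher in the blastocyst, 1786 in the morula) at 1.5-fold, 5265 (2787 and 2478) with no fold minimum, 1413 (773 higher in the blastocyst) averaged over probes and 5403 (2991 and 2412) with every probe counted. Leaving out 1 of the 4 arrays gave 2111 to 2265 genes. Under these settings apart from the count of every probe, which was not matched gene by gene, 0 of the genes called in either comparison were called in the opposite direction. The fits without the replicate block or from 4 arrays, the F2 test, the filter on dim probes and the fold minima keep each log2 difference. A reversal was therefore not possible under these.

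In the comparison of ICM with TE 223 genes were called, 156 with normexp, 254 (93 higher in the TE) with median centring, 216 with the series matrix values, 191 without the replicate block, 237 from 4 arrays, 238 by the F2 test and 221 without dim probes. The count was 669 (394 higher in the ICM, 275 in the TE) at 1.5-fold, 836 (467 and 369) with no fold minimum, 114 (98 and 16) averaged over probes and 521 (450 and 71) with every probe counted. Leaving out 1 of the 4 arrays gave 36 to 103 genes, 35 to 100 higher in the ICM and 0 to 3 in the TE, of which 36 to 98 were among the 223 in the same direction. In these fits a group holds a single sample, which is assumed to vary like the other groups, and the smaller number of arrays leaves fewer residual degrees of freedom. With the brightest unsaturated probe 2182 and 221 genes were called in the 2 comparisons.

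Of the 3 genes of Figure 2A measured here, the group with the highest mean was that of the figure for 3, and for 2 without morula replicate 2 or without blastocyst replicate 2. In an average-linkage tree of Euclidean distances both replicates joined each other first in 2 of the 4 groups, and in 4 with the series matrix values, with the dye effect removed or over called probes only, although blastocyst replicate 2 lay nearest to TE replicate 1 in each of these 3 and, over called probes, blastocyst replicate 1 nearest to ICM replicate 1. The called probes were chosen on these same arrays, which favours the pairing of replicates. Removal of the dye effect also removes any difference shared by the first or the second replicates, which draws replicates together. Between blastocyst and ICM 4 genes were called with normexp, 11 with median centring, 6 without the replicate block, 16 averaged over probes and 0 to 3 without 1 array. Between blastocyst and TE the counts were 3 with normexp, 11 with median centring, 10 averaged over probes and 0 to 18 without 1 array. For dissected parts against blastocysts they were 2 with normexp, 3 averaged over probes and 1 to 7 without 1 array, and between morula and ICM 1366 genes were called averaged over probes.

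At the preset correlation 17 of 31 gene lists passed between blastocyst and morula, and the same lists passed with normexp and without the replicate block. With an estimated correlation none of them passed, with adjusted p of 0.325 (trophectoderm, primitive endoderm, pregnancy-associated glycoproteins, chromatin silencing), 0.270 (sterol biosynthesis and uptake), 0.205 (lipoprotein and lipid transport, mitotic cell cycle), 0.0889 (RNA splicing, ribosome biogenesis and RNA processing, basal transcription and Mediator), 0.330 (solute carrier family), 0.268 (oocyte and maternal), 0.409 (epithelial junctions), 0.359 (glycolysis and glucose transport), 0.314 (cytosolic ribosomal proteins, basement membrane and collagen) and 0.223 (lysosome). Fry asks whether the genes of a list shift at all, and camera whether they shift more than the other genes. With 5265 of 12552 genes at an adjusted p under 0.05 (limma), a pass by fry does not set a list apart from other genes. By fry all 17 passed. Further lists passed by fry at 0.00807 (pluripotency and epiblast), 0.00123 (fatty acid synthesis and lipid storage), 0.0126 (interferons and their receptors) and 0.00294 (cumulus and granulosa). Others passed at 0.00235 (receptor tyrosine kinases), 0.0128 (BMP and WNT signalling) and 0.0404 (human ES cell core targets, reference genes). The lists of Table S3 passed at 0.00545 (RNA splicing) and 0.0171 (chromatin silencing). Averaged over probes the glycolysis list gave 0.143.

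For ICM against TE 16 lists passed, all of them also with normexp, without the replicate block and averaged over probes. With an estimated correlation the adjusted p was 0.200 (pluripotency and epiblast, cytosolic ribosomal proteins, Table S3 RNA splicing), 0.396 (trophectoderm, human ES cell core targets), 0.177 (sterol biosynthesis and uptake, Table S3 chromatin silencing), 0.218 (fatty acid synthesis and lipid storage, pregnancy-associated glycoproteins), 0.168 (RNA splicing), 0.169 (ribosome biogenesis and RNA processing, chromatin silencing, oxidative phosphorylation, lysosome, mitotic cell cycle) and 0.469 (epithelial junctions). By fry the adjusted p was 0.106 (trophectoderm), 0.0763 (fatty acid synthesis and lipid storage) and 0.214 (epithelial junctions) for lists that no longer passed and 0.0330 (basal transcription and Mediator), 0.0485 (MAPK feedback and FGF signalling) and 0.0100 (receptor tyrosine kinases) for lists that newly passed. The interferon-stimulated genes passed without the replicate block (0.0428) and averaged over probes (0.0197), and averaged over probes so did basal transcription (0.0490) and the zinc finger family (0.0459).

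Of 231 calls of named genes, 214 were kept with normexp, 224 with median centring, 223 with the series matrix values, 219 without the replicate block and 171 averaged over probes. Of 83 calls between ICM and TE, 17 to 37 were kept without 1 array, and of 148 between blastocyst and morula 145 to 146. No call of a named gene reversed under any of these settings, although the fit without the replicate block keeps each log2 difference and could not reverse one. Quantile normalization of average intensities left all log2 ratios as they were, so it tests nothing, and a slide block was not run. In the simulated data, with independent noise at the moderated spread, 44% and 52% of genes changed 1.5-fold had an adjusted p under 0.05 (limma) in the 2 comparisons. For genes changed 2-fold the shares were 92% and 100%. Of all genes 84.5% lay above the background on all arrays, which leaves the others with bounds or dim values.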

Differences from the paper's values

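The brightest unsaturated probe and the count of every probe were chosen after the values were seen; the other alternatives named here were set before the data were examined. Of the folds the paper states for genes measured here, 17 of 17 had the same direction between blastocyst and morula, as had that of *PRDM14*, and 39 of 44 between ICM and TE, with a median gap of 0.02 and 0.04 on the log2 scale.

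The number of genes differing at least 2-fold at an adjusted p under 0.05 between blastocyst and morula was 2187 here, against the paper's 3774, with 1286 genes higher in blastocyst against the paper's 1960 and 901 genes higher in morula against the paper's 1814. 223 genes differed between ICM and TE against the paper's 497, with 187 genes higher in ICM against the paper's 406. A 1.5-fold minimum, which is lower than the paper's, gave 3853, 2067, 1786, 669 and 394, each within 1.5 times the paper's value. With no fold minimum 5265, 2787, 2478 and 467 also came within that range, and the total between ICM and TE did not. Median centring brought the genes higher in the morula within it (1261), and leaving out morula replicate 1 those higher in the blastocyst (1325). Normexp, quantile normalization of average intensities, the series matrix values, the filter on dim probes, the fit with no replicate block, the fit of 4 arrays, the F2 test, the mean over probes and the other left-out replicates did not bring any of the 5 counts within it. A count of every probe instead of 1 per gene, chosen after the values were seen, gave 5403, 2412, 521 and 450 within that range; it dropped 0 of the 17 genes between blastocyst and morula and 2 of the 31 between ICM and TE that the paper lists and that were called here.

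In the level of *HMGB1* relative to its highest group, the blastocysts stood at 0.806 against the paper's about 0.48 in Fig. 2A, read by eye, the ICM at 0.925 against the paper's about 0.47 in Fig. 2A, read by eye, and the TE at 0.618 against the paper's about 0.3 in Fig. 2A, read by eye. The probe behind these values was saturated on 3 arrays, which compresses differences between groups. The mean over probes brought all 3 within the range set for a difference (0.579, 0.611 and 0.438), and the series matrix values the first 2 (0.592 and 0.667), while normexp, median centring and quantile normalization did not. The brightest unsaturated probe, chosen after the values were seen, gave 0.4799, 0.494 and 0.375, and dropped 1 and 0 of the genes that the paper lists and that were called here in the 2 comparisons.

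Between blastocyst and morula, *SLC23A1* was 7.65-fold higher in the blastocyst against the paper's 48.7, and *ZFP37* 1.12-fold against the paper's 45.6. As signed folds of ICM over TE, where a minus stands for higher in the TE, the values were -1.02 against the paper's 7 for *HNF4A*, -1.001 against the paper's 6.4 for *A2M*, 1.18 against the paper's 5.379 for *AHCYL2*, 2.03 against the paper's 3.685 for *DUSP4*, 1.06 against the paper's 3.657 for *MAP1B*, 1.78 against the paper's 4.52 for *MFAP5*, -1.21 against the paper's 2.257 for *MYL9*, -1.05 against the paper's 2.679 for *PHLDA1*, -1.001 against the paper's 4.314 for *SPRY4* and 1.34 against the paper's 3.363 for *TGM2*. No alternative set before the data were examined, the left-out replicates included, brought any of these 12 folds within the range set for a difference, and neither did the brightest unsaturated probe. A single other probe, looked up after the values were seen, came within 1.5 times the paper's fold for *A2M* (6.65-fold), *AHCYL2* (5.66-fold), *MFAP5* (4.62-fold), *MYL9* (2.45-fold) and *TGM2* (3.49-fold).

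The paper lists *ID3*, *FST*, *SERPINH1* and *VIM* as higher in the ICM than in the TE, where they stood at 1.51, 1.26, 1.45 and 2.18 on the log2 scale and did not pass (adjusted p = 0.0938, 0.206, 0.104 and 0.192). From the 4 arrays of ICM and TE alone all 4 passed (adjusted p = 0.0185, 0.0258, 0.0121 and 0.00999), and with the F2 test *ID3* and *SERPINH1* did (adjusted p = 0.0256 and 0.0315). *AHCYL2*, *MFAP5* and *TGM2*, which the paper lists in the same direction, passed averaged over probes (adjusted p = 0.00523, 0.0309 and 0.00206) and, like *A2M* and *MYL9*, by another probe when every probe was counted. *HNF4A*, *MAP1B*, *PHLDA1* and *SPRY4* between ICM and TE and *ZFP37* between blastocyst and morula passed under none of the settings. The paper places PARP7, encoded by *TIPARP*, higher in the morula than in the blastocyst, whereas here *TIPARP* was 4.63-fold higher in the blastocyst (adjusted p = 4.66e-05, n = 2 per group); averaged over its probes the log2 difference was 0.97, under 2-fold and in the same direction.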

Other observations

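The tests on TE cells carried over into the ICM and on the ICM keeping a morula profile were chosen after the result was seen, and the other tests were set before their results were seen. Of 31 lysosomal genes, 16 were higher in the blastocyst than in the morula, 2 were lower and 13 did not pass (median log2 difference 1.18, camera adjusted p = 4.82e-06, 0.223 with an estimated correlation; n = 2 per group). The protease cathepsin D, named *CATD* on the array, was 18.1-fold higher, *CTSZ* 17.6-fold, the arylsulfatase *ARSA* 16.0-fold and *CTSA* 11.6-fold, while *CTSS* and *LGMN*, named after their values were seen, were 2.52-fold and 2.35-fold lower. The same list was shifted towards the TE against the ICM at the preset correlation (median log2 difference -0.44, camera adjusted p = 1.95e-07, 0.169 with an estimated correlation), although only *ATP6V1A*, a subunit of the proton pump, was called (2.19-fold higher in the TE); the count was 3 with median centring and 0 with the series matrix values, without the replicate block, averaged over probes or with 1 replicate left out, with 19 genes at an unadjusted p under 0.05 (limma). In glycolysis and glucose transport 8 of 21 genes were higher in the blastocyst, among them *PFKFB3* (18.5-fold), *LDHA* (6.08-fold) and *TPI1* (5.79-fold), and 2 were higher in the morula, *PFKFB4* (4.71-fold) and *GPI* (2.63-fold), the last named after its value was seen (median log2 difference 0.44, camera adjusted p = 0.0404, 0.359 with an estimated correlation). Averaged over probes the list counted 5 and 1, without blastocyst replicate 2 or morula replicate 1 up to 3 were higher in the morula, and median centring gave 3. *PFKFB4* was also 3.99-fold higher in the ICM than in the TE and *PFKM* 2.45-fold, 2 of 21 genes with 0 higher in the TE (camera adjusted p = 0.618), and with 1 replicate left out 0 to 1 were called, averaged over probes 0, and median centring called 1 higher in the TE.

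Genes of the basement membrane and collagens were higher in the blastocyst for 12 of 40, led by *AGRN*, *NID1* (6.87-fold), *FBLN2* (5.78-fold) and *COL1A2* (5.39-fold), and *SPARC* was 2.90-fold lower (median log2 difference 0.21, camera adjusted p = 0.0216, 0.314 with an estimated correlation). Averaged over probes 7 were higher, without *FBLN2*, and without blastocyst replicate 1 8. Of 22 trophectoderm genes 7 were higher in the blastocyst, *PLAC8* (26.0-fold), *ASCL2* (14.3-fold), *TFAP2A* (11.5-fold) and *GATA2* (10.0-fold) foremost, and *AQP3*, named after its value was seen, was 3.39-fold lower (median log2 difference 0.58, camera adjusted p = 6.78e-04, 0.325 with an estimated correlation); *PLAC8* did not pass by its brightest unsaturated probe. Of 23 primitive endoderm genes 8 were higher, *CITED1* by 4.51-fold among them, and 1 was lower (median log2 difference 0.22, camera adjusted p = 0.0404, 0.325 with an estimated correlation), with 7 and 2 under median centring, the same counts without morula replicate 2. Receptor tyrosine kinases divided: 7 of 38 were higher in the blastocyst, *MET* (4.62-fold), *DDR1* (4.56-fold) and *ERBB2* (4.09-fold) foremost, and 2 in the morula, *CSF1R* (14.0-fold) and *FGFR4* (2.54-fold) (camera adjusted p = 0.164; 3 and 1 averaged over probes). BMP and WNT genes divided too, with *WNT6* 9.11-fold higher in the blastocyst and *BAMBI* 5.86-fold higher in the morula among 4 and 4 of 36 (camera adjusted p = 0.709; 1 and 3 averaged over probes, 3 to 5 and 3 to 4 with 1 replicate left out).

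The other lists between blastocyst and morula, as genes higher in the blastocyst and in the morula, were pluripotency 0 and 3 of 13 (camera adjusted p = 0.195; 8 at an unadjusted p under 0.05 by limma, 0 and 3 by the F2 test, 0 to 1 and 3 with 1 replicate left out). Interferon-stimulated genes stood at 3 and 1 of 20 (0.145), with *CMPK2* (4.64-fold) and *MX1* (4.13-fold) in the blastocyst and *IRF1* (2.33-fold) in the morula; averaged over probes 2 and 0 were called, and without blastocyst replicate 2 5 and 1. A list drawn by symbol for tau and omega interferons held 4 genes, among them the alpha interferon *IFNA16* and the receptors *IFNAR1* and *IFNAR2*. In this list *IFNA16* was 2.70-fold higher in the blastocyst (0.347), and *IFNT* had no named probe. MAPK feedback and FGF genes stood at 1 and 2 of 23 (0.833; *SPRED1* (2.58-fold) in the blastocyst, *IER3* (3.21-fold) in the morula), 0 and 1 averaged over probes, 1 and 3 with median centring and 1 to 2 and 2 with 1 replicate left out. Cumulus and granulosa genes stood at 2 and 0 of 19 (0.143), *HSD3B* (14.9-fold) and *COL1A2*, with a median of 0.24 and of -0.01 under median centring, and 2 to 4 and 0 to 1 with 1 replicate left out. Oxidative phosphorylation stood at 2 and 0 of 70 (0.418), *UQCR11* (3.00-fold) and *ATP5G2* (2.17-fold), at 2 and 5 with the series matrix values and 1 and 2 with median centring, and 2 to 3 and 0 to 1 with 1 replicate left out, *ATP5G2* not among them without blastocyst replicate 2 or morula replicate 2. Ribosomal proteins leaned to the blastocyst as a set (2.24e-04, but 0.314 with an estimated correlation; median 0.39, but -0.22 with the series matrix values), with 0 of 64 called by limma or the F2 test, 31 at an unadjusted p under 0.05, 0 to 3 called with 1 replicate left out and 2 by the brightest unsaturated probes. Targets of the human ES cell network counted 0 and 0 of 6 (0.152; 4 at an unadjusted p under 0.05 by limma), the splicing genes of Table S3 0 and 0 of 6 (0.195; 5), its chromatin genes 0 and 2 of 6 (0.0661; 4, and 0 called averaged over probes) and the reference genes 0 and 0 of 2 (0.337; 1), with up to 2 of the first, second or last list called in a direction with 1 replicate left out.

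Genes of the mitotic cell cycle were higher in the ICM than in the TE for 5 of 51 and in the TE for 0, *DCK* (3.38-fold), *RFC1* (2.69-fold) and *CCNA1* (2.37-fold) foremost (median log2 difference 0.25, camera adjusted p = 1.85e-07, 0.169 with an estimated correlation). Genes of ribosome biogenesis leaned the same way (median log2 difference 0.20, camera adjusted p = 5.19e-06, 0.169 with an estimated correlation) with 1 of 56 called, *IMP4* (2.06-fold), as did oxidative phosphorylation (median log2 difference 0.23, camera adjusted p = 2.36e-07, 0.169 with an estimated correlation) with 0 of 70 called by limma and the F2 test and 20 at an unadjusted p under 0.05, and ribosomal proteins (median log2 difference 0.22, camera adjusted p = 9.83e-06, 0.200 with an estimated correlation) with 0 of 64 called and 9 unadjusted. Pregnancy-associated glycoproteins leaned to the TE (median log2 difference -0.75, camera adjusted p = 2.24e-05, 0.218 with an estimated correlation), with *PAG2* 2.12-fold higher in the TE as the 1 of 11 called, and so did epithelial junction genes as a set (median log2 difference -0.27, camera adjusted p = 0.00514, 0.469 with an estimated correlation), although 2 of 28 were called higher in the ICM, *KRT7* (3.40-fold) and *CLDN10* (2.49-fold). Fatty acid synthesis and lipid storage held 4 genes higher in the ICM, *FABP3* (4.33-fold), *FABP7* (2.57-fold), *PLIN2* (2.52-fold) and *DGAT2* (2.30-fold), and 1 higher in the TE, *ACLY* (2.27-fold), of 25 (median log2 difference -0.12, camera adjusted p = 0.0404, 0.218 with an estimated correlation). With 1 replicate left out the counts higher in the ICM were 1 to 5 for the mitotic cell cycle, 0 for ribosome biogenesis, 0 for epithelial junctions and 1 for fatty acids, and those higher in the TE 0 for the glycoproteins and 0 for fatty acids; *RFC1* and *FABP3* passed in all 4 of these fits. Averaged over probes the counts were 2, 0, 2 and 2 higher in the ICM, and 0 and 0 in the TE, and with median centring 3, 0, 2 and 4, and 3 and 3; normexp gave 2 and 1 for fatty acids and 1 for epithelial junctions, and no replicate block 3 for the mitotic cell cycle and 0 fatty acid genes higher in the TE, while median centring called 1 epithelial gene higher in the TE.

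The other lists between ICM and TE, as genes higher in the ICM and in the TE with the camera adjusted p, were lipoproteins 2 and 0 of 18 (0.326; *SCARB1* (2.60-fold) and *APOA1*), MAPK feedback and FGF 3 and 0 of 23 (0.367; *FGFR4*, *SPRY2* (3.13-fold) and *DUSP4*), and BMP and WNT 1 and 1 of 36 (0.367; *ID1* in the ICM and *WNT2B* (2.12-fold) in the TE; 3 in the ICM from 4 arrays and 2 by the F2 test). Basement membrane genes stood at 3 and 0 of 40 (0.352; *NID1*, *P4HA3* (3.46-fold) and *SPARC*), with 6 from 4 arrays and 5 by the F2 test, cumulus and granulosa genes at 1 and 0 of 19 (0.228), and interferon-stimulated genes at 2 and 0 of 20 (0.0518; *HERC5* (2.77-fold) and *IRF1* (2.70-fold)). Oocyte genes stood at 1 and 0 of 29 (0.734; *NLRP14* (2.13-fold)), zinc finger genes at 1 and 0 of 226 (0.0738; *ZNF382*, at least 2.18-fold), and solute carriers at 3 and 3 of 260 (0.250; *SLC1A3* (3.42-fold) and *SLC39A10* (3.22-fold) in the ICM, *SLC25A21* (2.38-fold) in the TE). Among basal transcription genes 0 of 51 passed by limma or the F2 test (0.0750, with 9 at an unadjusted p under 0.05). In the list of *IFNA16* and the interferon receptors 0 of 4 passed (0.984, with 0 unadjusted), and among reference genes 0 of 2 (0.320, with 1 unadjusted). With 1 replicate left out the counts higher in the ICM were 0 for lipoproteins, 1 for MAPK and FGF, 0 to 1 for BMP and WNT, 1 for the basement membrane, 0 for cumulus, 0 to 2 for interferon-stimulated genes, 0 for the oocyte, 0 for zinc fingers and 0 to 1 for solute carriers, and 0 to 1 solute carriers and 0 BMP and WNT genes were higher in the TE. Averaged over probes 0 lipoprotein, 1 MAPK and FGF, 1 interferon-stimulated and 0 zinc finger genes were higher in the ICM, and 0 solute carriers and 0 BMP and WNT genes in the TE; with normexp 1 lipoprotein, 2 basement membrane, 2 MAPK and FGF, 0 cumulus, 0 oocyte and 0 zinc finger genes were higher in the ICM; median centring left 1 lipoprotein and 0 zinc finger genes higher in the ICM and called 5 solute carriers and 1 cumulus gene higher in the TE; the series matrix values gave 1 lipoprotein and 0 oocyte genes, and no oocyte gene passed from 4 arrays or without dim probes.

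More genes were higher in the ICM than in the TE: 187 against 36, so that 16.1% were higher in the TE, a share that was 41.1% at a 1.5-fold minimum and 44.1% with no fold minimum (467 against 369). Compression of dim signals by background that was not subtracted stays open. The share was 18.6% with normexp, within 10 percentage points, but this setting could not undo such compression. Its offset of 50 added back about as much as the median local background of 46 to 57. The largest folds did not grow with it, at 12.6 against 13.2 in the ICM and 2.49 against 2.58 in the TE. The normalization within arrays is a candidate explanation for part of the imbalance, since the share was 36.6% with median centring in place of loess. The median log2 difference of all genes moved little, from 0.008 with loess to -0.017 with median centring. Median centring also drops the correction by intensity, so this setting does not separate the centring from that correction. TE cells carried over into the ICM samples stay open: with about 20% of such cells no gene would exceed 5-fold, and the largest fold of a called gene higher in the TE was 2.58, neither beyond that ceiling nor near it. Without 1 of the 4 arrays, 0 to 3 genes were called higher in the TE, against 35 to 100 in the ICM.

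Genes that rose from morula to blastocyst tended to be lower in the ICM than in the TE, with r = -0.369 over 12552 genes, which are not independent replicates, and -0.384 with the series matrix values. Of the genes called in both comparisons, 55 were higher in morula and ICM (13.4 by chance), 31 in blastocyst and TE (3.69), 26 in blastocyst and ICM (19.2) and 0 in morula and TE (limma). For the last overlap the number by chance was not computed, and only 36 genes were higher in the TE. A trend with signal intensity is argued against as the whole cause, since within 3 classes of mean intensity of equal size r was -0.154, -0.307 and -0.484. Whether the ICM keeps more of the morula profile than the TE does stays open, as do a faster turnover of morula transcripts in the TE and a later stage of the TE cells, which were not tested: genes higher in the morula had a median ICM over TE log2 difference of 0.18, and genes higher in the blastocyst one of -0.37, which restates the correlation.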
